# Long-term consequences of chronic fluoxetine exposure on the expression of myelination-related genes in the rat hippocampus

**DOI:** 10.1038/tp.2015.145

**Published:** 2015-09-22

**Authors:** Y Kroeze, D Peeters, F Boulle, D L A van den Hove, H van Bokhoven, H Zhou, J R Homberg

## Abstract

The selective serotonin reuptake inhibitor (SSRI) fluoxetine is widely prescribed for the treatment of symptoms related to a variety of psychiatric disorders. After chronic SSRI treatment, some symptoms remediate on the long term, but the underlying mechanisms are not yet well understood. Here we studied the long-term consequences (40 days after treatment) of chronic fluoxetine exposure on genome-wide gene expression. During the treatment period, we measured body weight; and 1 week after treatment, cessation behavior in an SSRI-sensitive anxiety test was assessed. Gene expression was assessed in hippocampal tissue of adult rats using transcriptome analysis and several differentially expressed genes were validated in independent samples. Gene ontology analysis showed that upregulated genes induced by chronic fluoxetine exposure were significantly enriched for genes involved in myelination. We also investigated the expression of myelination-related genes in adult rats exposed to fluoxetine at early life and found two myelination-related genes (*Transferrin (Tf)* and *Ciliary neurotrophic factor (Cntf)*) that were downregulated by chronic fluoxetine exposure. *Cntf*, a neurotrophic factor involved in myelination, showed regulation in opposite direction in the adult versus neonatally fluoxetine-exposed groups. Expression of myelination-related genes correlated negatively with anxiety-like behavior in both adult and neonatally fluoxetine-exposed rats. In conclusion, our data reveal that chronic fluoxetine exposure causes on the long-term changes in expression of genes involved in myelination, a process that shapes brain connectivity and contributes to symptoms of psychiatric disorders.

## Introduction

Selective serotonin reuptake inhibitors (SSRIs) are widely prescribed for the treatment of a variety of psychiatric disorders, such as depression,^1, 2^ bipolar affective disorder,^3^ anxiety-related disorders (obsessive compulsive disorder, post-traumatic stress disorder),^4, 5^ aggression^6^ and autism spectrum disorder.^7, 8^ All these disorders have symptoms related to, among others, negative affectivity, which might be the symptom responsive to SSRI treatment. Clinical studies have shown that there are many side effects upon chronic administration of SSRIs, like sexual dysfunction,^9^ suppression of rapid eye movement sleep,^10^ nausea,^11, 12^ decreased appetite^13^ and deterioration of symptoms (for example, aggression),^14, 15^ indicating that optimization of chronic treatment of affective disorders is needed. In addition, some patients remain free of symptoms after discontinuation of SSRI treatment, whereas in others the symptoms reoccur.^16, 17^ Studies in generalized social anxiety disorder patients showed that within 24 weeks after discontinuation of SSRI treatment 40–50% of the patients (receiving placebo after stopping SSRI) relapsed.^18, 19^ For major depressive disorder, the cumulative probability of suffering a recurrence of major depression within 2 years after discontinuation of SSRIs was 60% for people aged 60 years or older.^20^ Hence, the effects of SSRIs are not always sufficient to warrant long-term remission. To further improve the efficacy of SSRIs, there is an urgent need to unravel the mechanisms contributing to the long-term effects of chronic SSRI exposure.

The primary target of SSRIs is the serotonin transporter (5-HTT); its blockade by SSRIs leads to increases in extracellular serotonin (5-HT) levels. According to classic literature, chronic rises in 5-HT levels would contribute to the therapeutic effects of SSRIs,^21^ acting through 5-HT receptors. For example, antagonism of 5-HT_2C_ and 5-HT_7_ results in significantly increased therapeutic effects of SSRIs^22, 23, 24, 25^ and SSRI/5-HT_1A_ antagonist co-administration leads to increased extracellular 5-HT levels and enhanced antidepressant responses.^26, 27^ However, these and other 5-HT receptors are also implicated in the side effects of SSRIs, like sexual dysfunction (5-HT_1A_),^28^ sleep disturbances (5-HT_7_,^29^ 5-HT_1A_^30^), nausea (5-HT_3B_^31^) and decreased appetite (5-HT_2C,_^32^ 5-HT_1B_^33^). Although 5-HT receptors have a key role in the short-term effects of chronic SSRI exposure, it is likely that pathways downstream of the receptors are important for the long-term effects of chronic SSRI exposure.

Recently, several gene expression studies in rodents have shown that SSRI exposure can affect a wide variety of pathways in addition to the serotonergic system. It has been shown that SSRI treatment during adulthood alters gene expression levels of hypothalamic hormones, neurotrophic factors, inflammatory factors and components of non-serotonergic neurotransmitter systems.^34, 35, 36^ Especially the inflammatory factors might have a central role in mediating the effects of SSRIs, because downregulation of proinflammatory cytokines can inhibit HPA axis function (facilitating stress reduction), enhance 5-HT and dopamine synthesis and inhibit 5-HT and dopamine reuptake.^34^ Yet, these findings reflect short-term effects (24 h after the last treatment) of chronic SSRI exposure. The long-term consequences of SSRI exposure on gene expression are so far not well understood and might provide additional information about the long-term adaptations that contribute to the remediation of disease symptoms after stopping medication.

Studies addressing the long-term consequences of perinatal SSRI exposure may provide hints regarding potential mechanisms by which SSRIs exert their long-term effects. In humans and rodents, there is evidence that perinatal SSRI exposure increases the likelihood of symptoms related to autism^37, 38, 39, 40, 41^ in the offspring. This seemingly contrasts the use of SSRIs in the treatment of autism during adulthood. In addition, in rodents perinatally exposed to SSRIs there is evidence for ‘paradoxical' anxiety- and depression-like symptoms at adulthood.^42, 43, 44^ Because adult and perinatal SSRI exposure is associated with comparable effects on the serotonergic system, like increases in 5-HT levels, reductions in 5-HT transporter expression^45, 46^ and desensitization of 5-HT_1A_ receptors,^47, 48^ the ‘paradoxical' outcomes of perinatal SSRI exposure cannot be explained by 5-HT levels (alone). Critically, during development, 5-HT not only acts as a neurotransmitter, but also as a neurotrophic factor. Specifically, during early brain development, 5-HT steers neurodevelopmental processes like neuronal outgrowth and migration processes.^49, 50, 51^ Studies have shown that 5-HT affects embryonic interneuron migration^51^ and also affects organization of axonal projections of excitatory spiny stellate and pyramidal cells in the barrel cortex.^52^ These data show that 5-HT affects the outgrowth and migration of non-serotonergic neurons. As the brain is highly plastic during early development, rises in 5-HT levels induced by perinatal SSRI exposure can have outcomes that are substantially different from adult SSRI exposure. Nonetheless, studies focusing on early-life SSRI exposure could lead to potential targets of the long-term chronic SSRI exposure during adulthood. For example, SSRI exposure during brain development can disturb myelin sheath formation at adulthood^40^ and there is also evidence that SSRI treatment at adulthood can cause changes in white matter microstructure, which consists mainly of myelinated axons.^53^ Furthermore, both adult and developmental SSRI exposure can affect hippocampal neurogenesis at adulthood.^54, 55^

To more concretely elucidate the long-term effects of chronic SSRI exposure during adulthood, we investigated the long-term consequences of chronic fluoxetine (12 mg kg^−1^) versus vehicle treatment during adulthood (postnatal day (PND) 67–88) on gene expression in the hippocampus, a brain region that is highly responsive to SSRIs^55, 56^ and implicated in psychiatric disorders characterized by affective changes like anxiety,^57, 58^ bipolar affective disorder,^59^ aggression^60^ and depression.^61^ It has, for example, been shown that the hippocampus is directly involved in the mediation of unconditioned anxiety-related responses in animals.^57^ We measured body weight during treatment, as fluoxetine is known to exert anorectic effects.^62, 63^ In addition, we measured anxiety-like behavior in the novelty-suppressed feeding test (NSFT), which is highly sensitive to SSRIs.^42, 43, 64, 65, 66^ We studied genome-wide gene expression using transcriptome analysis (RNA-seq) in the hippocampal tissue of fluoxetine- and vehicle-exposed rats 40 days after the last treatment. Differentially regulated genes were validated by quantitative reverse transcription PCR (qRT-PCR) analysis using independent samples. Gene ontology analysis showed that the majority of upregulated genes had a function in myelination. To assess whether genes involved in myelination were also affected by early-life exposure to fluoxetine, we performed qPCR analysis on the genes involved in myelination in a group of rats neonatally exposed to fluoxetine or vehicle. Finally, we performed correlational analysis between anxiety-like behavior and messenger RNA (mRNA) expression.

## Materials and methods

### Animals

Male Wistar rats (*Rattus norvegicus*) were obtained from Charles River (Cologne, Germany) and used for experiments after at least 7 days of acclimatization. All the animals were housed per two in standard Macrolon type 3 cages in temperature-controlled rooms (21 °C±1 °C) under a standard 12/12-h day/night cycle (lights on at 0700 h) with food (Sniff, long-cut pellet, Bio Services, Uden, The Netherlands) and water available *ad libitum*. Environmental conditions (for example, housing, light conditions (80 lux), noise level) were carefully controlled as these conditions can strongly influence stress levels in rats.^67, 68^ Three groups of animals were used in this study. In each group, the rats were randomly assigned to a treatment. The investigator was not blinded to the group allocations when performing the experiments, because effects of fluoxetine on the body weight and behavior were clearly visible. Group 1 was treated at adulthood with fluoxetine or vehicle (*n*=12 per treatment), used for body weight measurements during treatment, tested in the NSFT and decapitated to collect hippocampal tissue for qRT-PCR validation; group 2 was treated at adulthood with fluoxetine or vehicle (*n*=4 per treatment) and used for RNA-seq experiments. Finally, group 3 consisted of adult female Sprague Dawley rats neonatally exposed to fluoxetine or vehicle (PND 1 to 21) via osmotic minipumps implanted in the mothers. Their hippocampal tissue was obtained from Maastricht University (fluoxetine *n*=6, vehicle *n*=7) and used for qPCR analysis. Figure 1 provides a schematic representation of the experimental timeline for each group. For behavior experiments, 12 animals per group were used, because this is the minimum required to achieve sufficient statistical power to establish significant differences (*α*=0.05 and *β*=0.20). For genome-wide gene expression analysis, we used two biological replicates. All the experiments were carried out according to the guidelines for the Care and Use of Mammals in Neuroscience and Behavioral Research (National Research Council 2003), the principles of laboratory animal care, as well as the Dutch law concerning animal welfare.

### Drug treatment

Rats from group 1 and 2 received fluoxetine (12 mg kg^−1^ per day, as used by Olivier *et al.*^42^) or vehicle by oral gavage from PND 67 to 88 in a volume of 5 ml kg^−1^. Fluoxetine was purchased from the Pharmacy of the Radboud University Nijmegen Medical Centre, The Netherlands and dissolved in distilled water. As a vehicle, 1% methylcellulose (Genfarma, Maarssen, The Netherlands) was used, which was the constituent of the fluoxetine pills. Body weight was monitored daily throughout the treatment. Rats from group 3 received fluoxetine via the milk of the dams. Minipumps were implanted subcutaneously in the dorsal region of the dams on PND 1 and filled with either fluoxetine–HCl (Fagron, Waregem, Belgium) dissolved in vehicle (50% propylenediol in saline; 5 mg kg^−1^ per day), or with vehicle, as previously described.^69^

### Novelty-suppressed feeding test

The NSFT was performed as described before.^42^ In short, after food deprivation, male rats (PND 95) of group 1 were placed in one corner of an open arena (50 × 50 cm) containing clean wood chip bedding at the center of which was a filter paper containing a food pellet. The latency (s) to start an eating episode was recorded (maximum time was 900 s). After each rat, the arena was cleaned with ethanol (70%) and dried thoroughly to prevent transmission of olfactory cues.

### Transcriptome sequencing

Rats within group 2 were killed at PND 128, brains were removed and stored at −80 °C. The hippocampus was dissected by punching from 300-micron frozen brain slices, and tissue from two rats was pooled for total RNA isolation and cDNA synthesis. DNA samples were prepared for RNA-seq by end repair, adaptor ligation, size selection and amplification. After quality control of DNA libraries, the samples were sequenced (36 bp, single read) with the Illumina Genome Analyzer IIx platform. Sequences were aligned to the rat rn4 reference genome^70^ and further analyzed using Genomatix software (www.genomatix.de). DAVID (Database for Annotation, Visualization and Integrated Discovery; http://david.abcc.ncifcrf.gov/) was used for gene ontology (GO) analysis. RNA-seq validation was performed by qRT-PCR analysis in an independent group of rats (group 1). See Supplementary Information for detailed information about the transcriptome analysis and primer sequences (Supplementary Table S1).

### Quantitative reverse transcription PCR

Hippocampal tissue of rats within group 3 was crunched in liquid nitrogen. RNA was isolated (RNeasy lipid tissue kit; QIAGEN, Venlo, The Netherlands) and cDNA was synthesized using iScript cDNA Synthesis Kit (Bio-Rad, Veenendaal, The Netherlands) according to the manufacturer's protocols. The qPCR reactions were performed in 7500 Fast Real Time PCR System (Applied Biosystems, Foster City, CA, USA) using the SYBR Green fluorescence quantification system (GoTaq qPCR Master Mix, Promega, Leiden, The Netherlands). See Supplementary Information for detailed information about the qRT-PCR method.

### Statistical analysis

Statistical analysis of the data was carried out using the IBM Statistical Package for the Social Sciences (SPSS) version 20.0 (IBM, Armonk, NY, USA). The Shapiro–Wilk test was used to check for normal distributions. Independent samples *t*-tests were used for normally distributed data (corrected *P*-value was used when equal variance was not assumed) and Mann–Whitney *U*-tests for non-normal distributions. Body weight was analyzed by repeated measures analysis of variance and further analyzed per day using independent samples *t*-tests. Spearman correlations were performed for the correlational analysis between behavior tests and mRNA expression. Outliers (data points further than three interquartile ranges from the nearer edge of the box plot) were excluded from the analysis. Independent samples *t*-tests and correlations were performed two-sided. No adjustments for multiple comparison was applied for the RNA-seq. We performed qPCR validations afterwards to validate the RNA-seq results. The level of statistical significance was set at *P*<0.05 in all the tests.

## Results

### Body weight and anxiety-like behavior in response to adult fluoxetine exposure

Body weight was measured daily during the treatment period. All the rats received a daily oral administration of fluoxetine or vehicle from PND 67 to 88 (Figure 1). As shown in Figure 2a, starting weight in group 1 was not different between fluoxetine and vehicle groups (*t*_(1,22)_=0.26; *P*=0.796). Repeated measures analysis of variance revealed that fluoxetine significantly reduced adult body weight gain (*F*_(1,22)_=43.37; *P*<0.01). Independent samples *t*-tests indicated that the reduction in body weight gain was significant (*P*<0.05) from day 4 of the treatment and further on. Vehicle-exposed rats grew on average from 295.5 g on the first day of treatment to 350.3 g on the last day of treatment, while fluoxetine-exposed rats grew on average from 294.8 g on the first day of treatment to 320.2 g on the last day of treatment (see Supplementary Table S2 for all body weight values). Similar results were obtained for group 2 (data not shown). Anxiety-like behavior was measured 1 week after treatment using the NSFT. We found that adult fluoxetine-exposed rats exhibited a shorter latency to start eating compared with vehicle-exposed animals (*t*_(1,19)_=2.32; *P*<0.05; Figure 2b, Supplementary Table S2). Both decreased weight gain during chronic fluoxetine exposure^71^ and a shorter latency to start eating in the NSFT after chronic fluoxetine exposure^64, 65, 66, 72^ are consistent with previous findings in stressed and unstressed rats.

### Long-term consequences of adult chronic fluoxetine exposure on genome-wide mRNA expression patterns in the hippocampus

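Hippocampal RNA was sequenced from 2 samples of fluoxetine-exposed rats and 2 samples of vehicle-exposed rats, and each sample pooled the tissue of 2 male Wistar rats. Fluoxetine, which blocks the reuptake of serotonin, was given by oral gavage at 12 mg/kg per day from PND 67 to 88, and vehicle was 1% methylcellulose. The rats were killed at PND 128, 40 days after the last dose. The hippocampus was taken with a 2 mm punch from frozen slices, which the main text gives as 300 µm thick and the Supplementary Information as 8 consecutive slices of 200 µm. The authors aligned single reads of 36 bp to the rat genome build rn4 with at most 1 mismatch, kept reads with a single genomic position and counted the reads in the exons of each transcript with Genomatix software. They deposited the 830 transcripts with a DESeq p-value under 0.05 and a fold change over 1.5, so that transcripts below these thresholds were not analysed here. Over these transcripts the samples held 162734 and 158232 reads (fluoxetine samples 1 and 2) and 143798 and 138314 reads (vehicle samples 1 and 2). The library totals behind the deposited normalized expression (NE) values were 14080352 and 13513254 reads for the fluoxetine samples and 14011858 and 12512580 reads for the vehicle samples, where the paper gives about 15000000 per sample. From the counts, reads were normalized by TMM over the listed transcripts, and all levels given beside the RNA-seq results are these normalized reads. TMM takes the typical listed transcript as unchanged. Relative to it, the median log2 fold change was higher by 0.16 at the authors' size factors, by 0.11 at the library totals and by 0.07 at DESeq2's size factors. Fluoxetine and vehicle were compared per transcript with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over the 830 transcripts. These transcripts had been selected for a difference in the same 4 samples, so neither the p-values nor the directions are independent evidence, and an exact permutation test of 2 against 2 samples cannot give a two-sided p under 0.33. A gene with several listed transcripts is given at its transcript with the smallest deposited p.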

To investigate which genetic pathways have a role in the long-term effects of chronic SSRI exposure, RNA-seq analysis was performed using hippocampal tissue of fluoxetine- and vehicle-exposed rats (two rats pooled per sample, two samples per treatment group). Genes with a fold change >1.5-fold and a *P*-value <0.05 were considered as differentially regulated genes. 

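Among the called genes with levels above the median of the listed transcripts (18.5 normalized reads), those higher in fluoxetine-exposed rats included Pkd2l2, a gene of the polycystin ion channel family, at 52.4 ± 18.6 normalized reads against 18.2 ± 4.68 in vehicle (SD, n = 2 samples per group), and Pex3, which acts in peroxisome formation, at 39.1 ± 3.66 against 16.1 ± 7.69 (SD, n = 2). Those lower in fluoxetine-exposed rats included Slc25a25, a mitochondrial carrier, at 11.2 ± 3.13 against 49.1 ± 7.14 (SD, n = 2), Mdfic, a regulator of transcription, at 13.5 ± 2.29 against 42.2 ± 1.11 (SD, n = 2), and Ccne1, which encodes cyclin E1, at 10.4 ± 0.795 against 31.5 ± 7.06 (SD, n = 2). The largest increase above the median level was that of LOC362901, with a log2 fold change of 1.66 and groups that overlapped. LOC362901 had 114 and 21.4 normalized reads in fluoxetine samples 1 and 2, and 30.1 and 12.7 in vehicle samples 1 and 2. Among the most abundant of the higher genes, Wfs1, which encodes wolframin, stood at 5950 ± 2740 against 4310 ± 737 (SD, n = 2) and Fkbp1a, an immunophilin, at 5800 ± 3600 against 4190 ± 932 (SD, n = 2). For both, the difference was smaller than the SD of the fluoxetine samples. Wfs1 had a log2 fold change of -0.23 without fluoxetine sample 2 and Fkbp1a of -0.37 without fluoxetine sample 1. The table holds 432 transcripts of 258 genes with higher reads after fluoxetine and 398 transcripts of 218 genes with lower reads. Overlap by direction is given at the TMM scaling alone and can depend on the scaling. In 254 of the higher (58.8%) and 341 of the lower transcripts (85.7%), no fluoxetine sample overlapped the vehicle samples. Chance gives this order in 33.3% of unselected transcripts sorted by direction. The listed transcripts were selected for a difference in the same samples, so 33.3% is no baseline for these shares. From edgeR, 0 of the 830 transcripts had an adjusted p under 0.05, and the lowest adjusted p was 0.19. At an unadjusted p under 0.05, 49 transcripts were higher and 147 lower. DESeq2 gave 0 transcripts at an adjusted p under 0.05, and 0 higher and 10 lower at an unadjusted p under 0.05. The split of unadjusted calls was 77 higher and 82 lower at the authors' size factors, a scaling chosen after seeing the data, and 60 higher and 74 lower at the library totals. With 1 sample left out, the counts were 17 higher and 93 lower without fluoxetine sample 1, 38 and 67 without fluoxetine sample 2, 68 and 81 without vehicle sample 1, and 28 and 37 without vehicle sample 2. Without vehicle sample 1, 1 transcript (LOC500035, named after its values were seen) had an adjusted p of 0.0411 from edgeR. The authors called genes without adjustment for multiple comparisons, as the paper states, and in the authors' deposited table the adjusted p-value is 1.00 for 829 of the 830 transcripts.

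**Figure D1:**
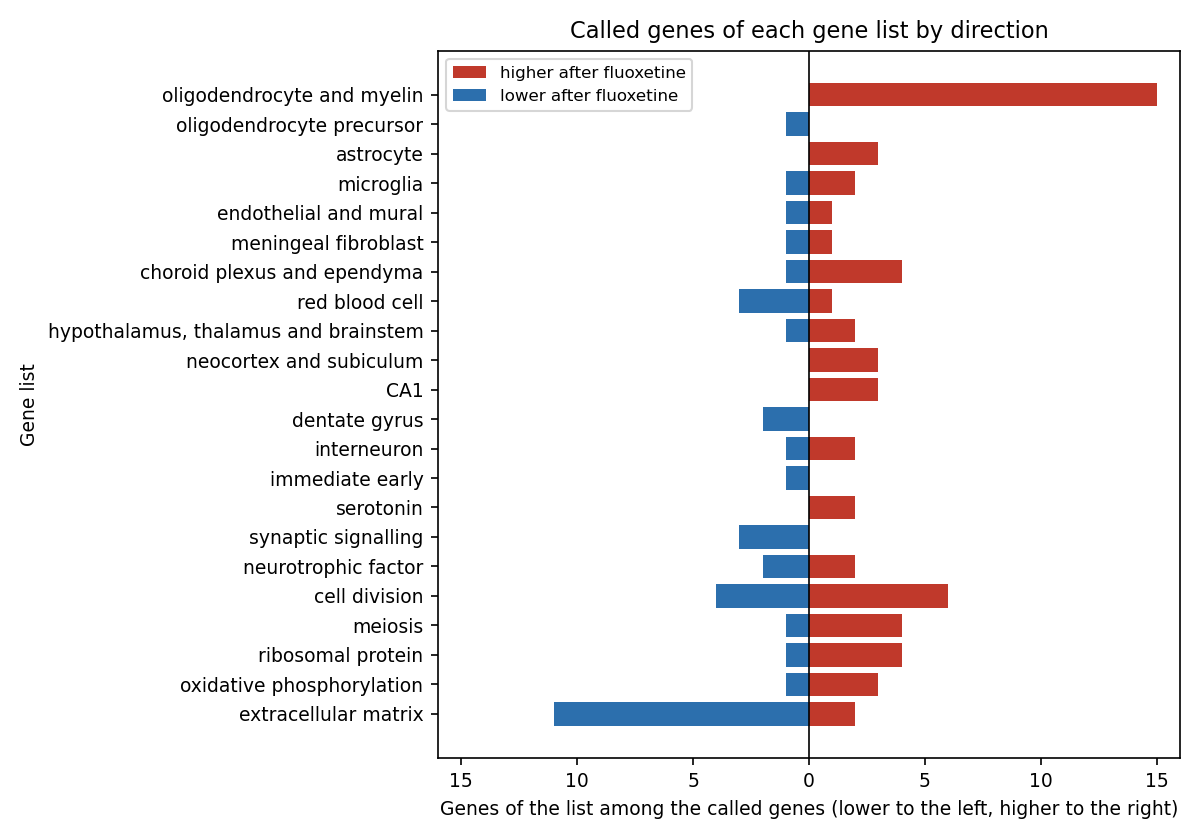
Number of called genes in each gene list, with genes lower after fluoxetine drawn to the left and genes higher after fluoxetine to the right. The oligodendrocyte and myelin list has 15 genes to the right and 0 to the left, and the extracellular matrix list has 2 to the right and 11 to the left.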

Analysis of the samples resulted in 258 genes that were significantly upregulated and 218 genes that were significantly downregulated by fluoxetine treatment (Figure 3a, Supplementary Table S3). Some genes show overlap with a study in mice chronically treated with fluoxetine (see green marked genes in Supplementary Table S3).^73^

To functionally categorize the differentially expressed genes, GO analysis was performed. The most significantly enriched GO terms in the list of upregulated genes induced by adult fluoxetine treatment are all involved in glia cell development and myelination (Table 1). 

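Genes of oligodendrocytes, the cells that form myelin in the brain, were on the higher side of the called genes. Of 37 oligodendrocyte and myelin genes listed before the counts were examined but after Supplementary Table S3 had been read, 15 were among the called genes, and all 15 had higher reads in fluoxetine-exposed rats, among them Bcas1, Cldn11, Ermn, Fa2h, Klk6, Lpar1, Mal, Mog, Nkx6-2, Olig1, Opalin, Sirt2, Tspan2 and Znf488. The other called genes were 243 higher and 216 lower (Fisher's exact test on the direction of called genes, two-sided, adjusted p = 0.00105 over 11 lists and 0.000575 over the 6 not taken from the paper). The test treats genes as independent, so these p-values do not allow for genes that vary together between samples. Supplementary Table S3 shows the directions that the test uses, so the lists were not blind to the outcome. Fa2h, an enzyme of myelin sphingolipid synthesis, stood at 67.5 ± 28.1 normalized reads against 34.1 ± 17.8 in vehicle (SD, n = 2), Opalin, a myelin membrane protein, at 839 ± 429 against 571 ± 365 (SD, n = 2), Olig1, a transcription factor of the oligodendrocyte lineage, at 1400 ± 282 against 1010 ± 200 (SD, n = 2), and Sirt2, a deacetylase abundant in oligodendrocytes, at 1050 ± 165 against 782 ± 27.7 (SD, n = 2). Across the 15 genes the log2 fold change had a median of 0.54 and a range of 0.42 to 1.05. In edgeR, 0 of the 15 genes passed an adjusted p under 0.05 (adjusted p from 0.214 to 0.556), 0 passed when adjusted over the list alone, and 0 had an unadjusted p under 0.05 in edgeR or in DESeq2. At the TMM scaling, the fluoxetine samples lay above both vehicle samples for 4 of the 15 genes (Fa2h, Mog, Olig1 and Sirt2). The same genes also differed within groups, since 13 of 15 were higher in fluoxetine sample 2 than in fluoxetine sample 1 and 13 of 15 were higher in vehicle sample 2 than in vehicle sample 1. Between samples of the same number, the fluoxetine sample was the higher one for 15 of 15 genes at either number. Whether the numbers pair the samples is not known. The median log2 fold change was -0.09 without fluoxetine sample 2, 0.98 without fluoxetine sample 1, 0.28 without vehicle sample 1 and 1.13 without vehicle sample 2, and Opalin and Olig1 had -0.22 and 0.12 without fluoxetine sample 2. Called markers of CA1 pyramidal cells (Nov, Pou3f1 and Wfs1) and of neocortex and subiculum (such as Cplx3 and Nts) were also 3 of 3 higher in each list, and all of these were higher in sample 2 than in sample 1 of either group. Of the genes that the paper places under glial differentiation and axon ensheathment, 8 of 8 were higher, which was set in advance, as the terms were sought among the higher genes alone. These 8 genes had a median log2 fold change of 0.60, which was -0.24 without fluoxetine sample 2, 1.02 without fluoxetine sample 1, 0.37 without vehicle sample 1 and 1.17 without vehicle sample 2. From the upregulated genes that it measured by qRT-PCR and that act in myelination (Cntf, Cldn11 and Tspan2), the paper reasons that myelination is among the mechanisms involved in the long-term effects of SSRI exposure.

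**Figure D2:**
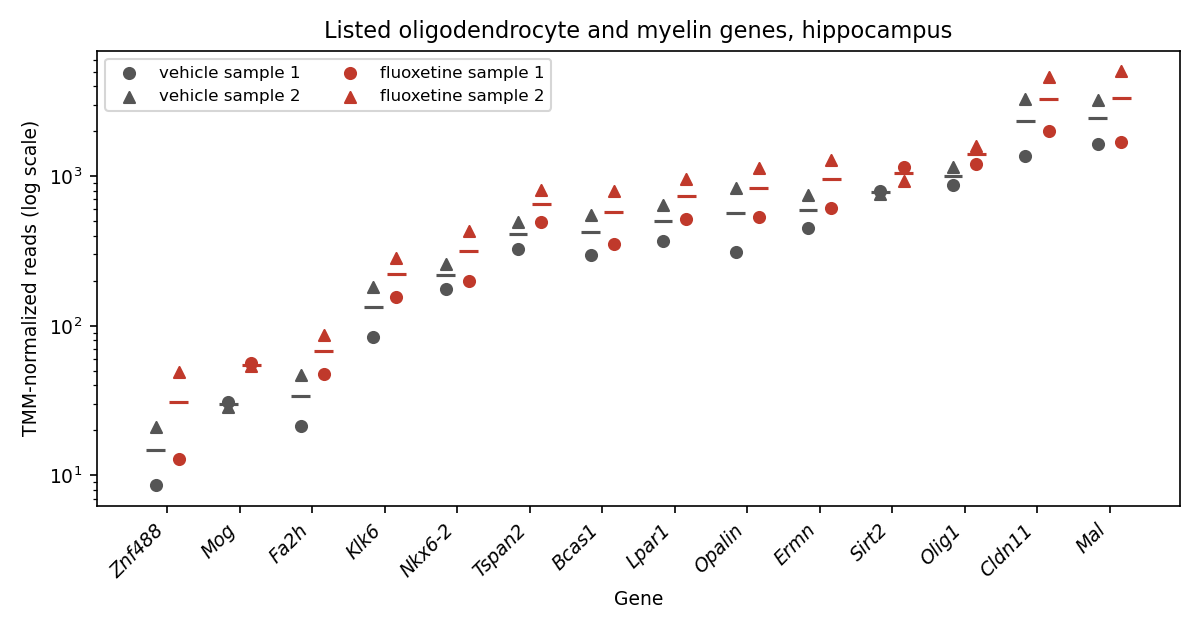
Normalized reads (log scale) of 14 called oligodendrocyte and myelin genes in each of the 4 samples, with circles for sample 1 and triangles for sample 2 of vehicle (grey) and fluoxetine (red), and lines at the group means. The mean of the fluoxetine samples is the higher one for all 14 genes, and the triangle lies above the circle for 12 of 14 genes in each group.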

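Of these genes, Znf488, a transcriptional regulator of oligodendrocyte maturation, lies on chromosome 16 of rn4 from 9599510 to 9600526, and its level was 31.0 ± 25.5 normalized reads in fluoxetine-exposed rats and 14.9 ± 8.94 in vehicle-exposed rats (SD, n = 2 samples per group). Cntf, a neurotrophic factor of astrocytes and Schwann cells, lies on chromosome 1 from 215842668 to 215844691 (2 exons). It had 21.1 ± 0.374 normalized reads against 8.00 ± 2.20 (SD, n = 2), a log2 fold change of 1.39 (standard error 0.53, adjusted p = 0.19 from edgeR), and both fluoxetine samples lay above both vehicle samples. Nkx6-2, a homeobox transcription factor of oligodendrocytes on chromosome 1 from 199397361 to 199398901 (3 exons), stood at 314 ± 163 against 218 ± 59.4 (SD, n = 2). Pou3f1, on chromosome 5 from 143981547 to 143984527 (1 exon), encodes a transcription factor of myelinating Schwann cells that is also found in CA1 neurons and stood at 1630 ± 942 against 1020 ± 69.3 (SD, n = 2). For Znf488, Nkx6-2 and Pou3f1 the samples of the 2 groups overlapped. Without fluoxetine sample 2 their log2 fold changes were -0.34, -0.27 and -0.22. All 5 genes of glial cell development were higher, as the term was sought among the higher genes alone, which sets the direction of its members.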

Examples of upregulated genes involved in glia cell development are *zinc finger protein 488* (*Znf488*), *proteolipid protein 1* (*Plp1*), *ciliary neurotrophic factor* (*Cntf*), *NK6 homeobox 2* (*Nkx6-2*) and *POU class 3 homeobox 1* (*Pou3f1*). For the genes downregulated after adult fluoxetine treatment, the most significantly enriched GO term was ‘response to abiotic (non-living) stimulus'. 

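The 15 genes that Supplementary Table S4 places under response to abiotic stimulus were all lower in fluoxetine-exposed rats. They include Jun, an immediate early transcription factor, at 429 ± 69.4 normalized reads against 843 ± 235 in vehicle (SD, n = 2), with a log2 fold change of -0.97 (standard error 0.47, adjusted p = 0.204 from edgeR). Their median log2 fold change was -1.74, or -1.38 with the 5 genes that had no reads in the fluoxetine samples taken at a floor of 3 reads over the group. The fluoxetine samples lay below both vehicle samples for 14 of the 15 genes, and 10 of 15 had an unadjusted p under 0.05 in edgeR. For 6 of the 15 the mean level was under 10 normalized reads. The term was sought among the lower genes alone, which sets the direction of its members.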

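The called genes with a role in the response to temperature were lower in the fluoxetine samples. Prkcd, protein kinase C delta, stood at 77.5 ± 9.92 normalized reads against 202 ± 43.6 in vehicle (SD, n = 2), a log2 fold change of -1.38 (standard error 0.46, adjusted p = 0.19 from edgeR), and Supplementary Table S3 gives 9 of its 9 transcripts as called. Nos1, the neuronal nitric oxide synthase, stood at 10.3 ± 0.538 against 35.8 ± 13.1 (SD, n = 2). Cxcl12, a chemokine, stood at 387 ± 7.03 against 694 ± 369 (SD, n = 2), a difference smaller than the SD of the vehicle samples, and its log2 fold change of -0.84 was -0.09 without vehicle sample 2 and -1.30 without vehicle sample 1. A further 3 genes had few reads. Trpv3, a heat-activated ion channel, had 2 reads over the fluoxetine samples and 14 over the vehicle samples, a ratio of 7.00 (95% counting interval 1.61 to 63.5, exact). Casp8 and Il1b had 0 reads in the fluoxetine samples, with 3.21 ± 1.54 and 3.22 ± 4.56 normalized reads in vehicle (SD, n = 2), and Casp8 was at least 2.14-fold lower against a floor of 3 reads over the group (at least 1.42-fold without vehicle sample 1). All 6 reads of Il1b were in vehicle sample 1, and vehicle sample 2 had 0 like the fluoxetine samples, so that no difference is left without vehicle sample 1. All 7 genes that the paper places under this term were lower, a direction set in advance because the term was sought among the lower genes alone. Of these, 5 of 7 had an unadjusted p under 0.05 in edgeR and 1 of 7 in DESeq2, while 0 passed an adjusted p under 0.05 in either or when adjusted over the list alone.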

An underlying and more specific GO term that was also significantly enriched is ‘response to temperature stimulus (an abiotic stimulus)', including genes such as *adrenoceptor beta 2* (*Adrb2*), *nitric oxide synthase 1* (*Nos1*), *caspase 8* (*Casp8*), *transient receptor potential cation channel, subfamily V, member 3* (*Trpv3*), *interleukin 1 beta* (*Il1b*), *chemokine (C-X-C motif) ligand 12* (*Cxcl12*) and *protein kinase C, delta* (*Prkcd*). See Supplementary Table S4 for a complete list of significantly enriched GO terms, including the genes linked to these terms.

Validation of the adult RNA-seq data was performed by qRT-PCR analysis in independent biological replicates (*n*=11–12 per treatment). 

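The 12 genes chosen for qRT-PCR comprise Cntf, Cldn11, Nts, Sult5a1 and Tspan2, which were higher in the fluoxetine samples, and Adcy1, Cpne4, Grina, Olfm1, Prkcd, Src and Syn2, which were lower. Sult5a1, a sulfotransferase, stood at 23.0 ± 1.56 normalized reads against 8.02 ± 0.822 in vehicle (SD, n = 2). Tspan2, a tetraspanin of oligodendrocytes, stood at 651 ± 225 against 410 ± 120, Cldn11, the tight junction protein of myelin, at 3300 ± 1850 against 2320 ± 1350, and Nts, the neuropeptide neurotensin, at 410 ± 277 against 249 ± 191 (SD, n = 2 each). Syn2, the synaptic vesicle protein synapsin II, stood at 513 ± 118 against 1050 ± 10.3, Adcy1, a calcium-stimulated adenylate cyclase, at 4900 ± 314 against 8990 ± 2600, Olfm1, a secreted glycoprotein of neurons, at 3790 ± 559 against 6800 ± 974, and Grina, a glutamate receptor-associated protein, at 1160 ± 343 against 1990 ± 558 (SD, n = 2 each). Cpne4, a copine, stood at 41.7 ± 9.85 against 105 ± 16.0 and Src, a tyrosine kinase, at 26.6 ± 17.9 against 63.5 ± 9.29 (SD, n = 2 each). At the TMM scaling, the samples of the 2 groups did not overlap for 7 of the 7 lower genes and for 2 of the 5 higher genes (Cntf and Sult5a1). For Tspan2 the overlap was small, with 492 normalized reads in fluoxetine sample 1 and 495 in vehicle sample 2. The median log2 fold change was -1.03 for the lower and 0.72 for the higher genes. From edgeR, the adjusted p ranged from 0.19 to 0.51, and 2 of the higher and 2 of the lower genes had an unadjusted p under 0.05, against 0 and 1 in DESeq2. When adjusted over the list alone, 0 of the 12 passed, and the study chose these genes on the same samples. Without fluoxetine sample 2, the log2 fold changes of Cldn11, Nts and Tspan2 were -0.35, -0.34 and 0.13, and the median of the higher genes was 0.13. This median was 1.29 without fluoxetine sample 1, 0.40 without vehicle sample 1 and 1.49 without vehicle sample 2.

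**Figure D3:**
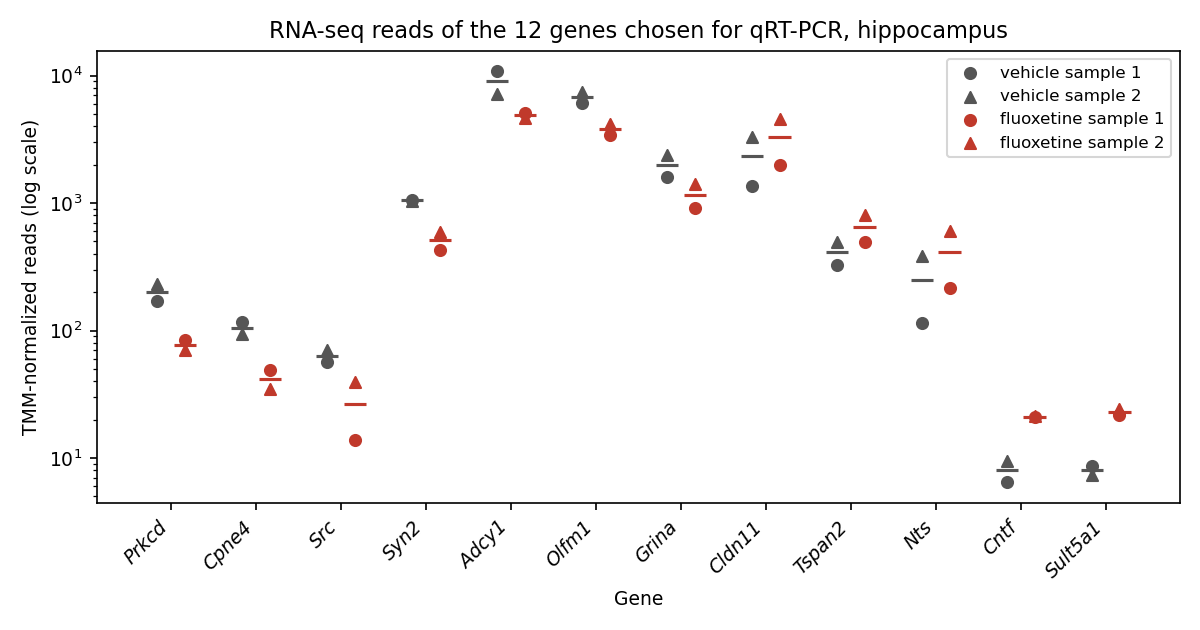
Normalized RNA-seq reads (log scale) of the 12 genes chosen for qRT-PCR in each sample, with circles for sample 1 and triangles for sample 2 of vehicle (grey) and fluoxetine (red), and lines at the group means. The 7 genes from Prkcd to Grina have both fluoxetine samples below both vehicle samples, and Cntf and Sult5a1 have both above.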

For validation, we selected 12 differentially regulated genes (five up- and seven downregulated) on the basis of *P*-value (*P*<0.05), fold change (>1.5) and expression profile using the WIG files. Five genes, *olfactomedin 1* (*Olfm1, U=*31.00, *P*<0.05; downregulated), *adenylate cyclase 1* (*Adcy1, U*=33.00, *P*<0.05; downregulated), *neurotensin* (*Nts,U*=25.00, *P*<0.05; upregulated)*, Cntf* (*U*=26.00; *P*<0.05; upregulated) and *claudin 11* (*Cldn11, U*=25.00, *P*<0.05; upregulated), showed a significant change in mRNA expression in the same direction as in the RNA-seq data (Figure 3b). Interestingly, three out of the five significantly upregulated genes in RNA-seq were significantly upregulated in qRT-PCR analysis and the other two genes also showed a change in the right direction, that is, upregulation in the fluoxetine-exposed rats. However, the majority of the genes downregulated in the RNA-seq were not changed in the qRT-PCR analyses, indicating that the upregulated genes were more consistent among independent experiments. Of the upregulated genes, *Cntf, Cldn11* and *Tspan2* (*P=0.17*) are involved in myelination,^74, 75, 76^ indicating that myelination is one mechanism involved in the long-term effects of SSRI exposure.

### Long-term consequences of neonatal chronic fluoxetine exposure on hippocampal mRNA expression

As GO analysis showed that upregulated genes are enriched for genes involved in myelination, we investigated whether myelin-linked genes were also affected in adult rats neonatally exposed to fluoxetine. We had access to the hippocampal tissue of adult rats exposed to fluoxetine or vehicle from PND 1 to 21 and performed qRT-PCR analysis for several genes involved in myelination (based on Aston *et al.*^77^). Expression of *Cntf,* a gene also detected and validated in the RNA-seq experiment, was significantly reduced in response to neonatal fluoxetine exposure compared with vehicle (*U*=6.00, *P*<0.05). In addition, a significant reduction after fluoxetine exposure was found for *transferrin* (*Tf, U*=4.00, *P*<0.05; Figure 4). Consistent with the long-term effects on gene expression after chronic fluoxetine treatment during adulthood, these data show that genes associated with myelination are also involved in the long-term effects of neonatal SSRI exposure, but in the opposite direction.

### Correlation between behavior and expression of myelination-related genes

To investigate whether the anxiolytic effect of chronic SSRI exposure (see section ‘Body weight and anxiety-like behavior in response to adult fluoxetine exposure') is related to the altered expression of myelination-related genes, we performed a correlational analysis. Group 1 was used for both the NSFT and qPCR validations, which enables correlational analysis between latency to start eating and mRNA expression (Supplementary Figure S1). Interestingly, we found a negative correlation (*r*_(18)_=−0.529, *P*<0.05) between *Cldn11* mRNA expression and the latency to start eating in the NSFT. In addition, we found a trend for a negative correlation between *Tspan2* mRNA expression and latency to start eating (*r*_(18)_=−0.412, *P*<0.1).

We also performed a correlational analysis using data (anxiety-like behavior in an open-field test (OFT, results see Boulle and colleagues^78^) and expression analysis of myelination-related genes) derived from the neonatally fluoxetine-exposed rats (group 3). In the OFT, time spent in the corner (OFC) and time spent in the center of the open field were measured, in which OFC is a measure for anxiety-like behavior and time spent in the center of the open field is a measure for anxiolytic-like behavior. We found that OFC correlated negatively with mRNA expression of *Cldn11* (*r*_(11)_=−0.736, *P*<0.05), *Cnp* (*r*_(11)_=−0.682, *P*<0.05), *Plp1* (ex3–5) (*r*_(11)_=−0.827, *P*<0.05) and *Plp1* (ex2–3) (*r*_(11)_=−0.800, *P*<0.05). In addition, *Mag* mRNA expression showed a trend for a negative correlation with OFC (*r*_(11)_=−0.555, *P*<0.1). Finally, a trend for a positive correlation with time spent in the center of the open field was found for mRNA expression of *Cldn11* (*r*_(11)_=0.582, *P*<0.1), *Plp1* (ex3–5) (*r*_(11)_=0.527, *P*<0.1) and *Plp1* (ex2–3) (*r*_(11)_=0.536, *P*<0.1) and *Mog* (*r*_(11)_=0.573, *P*<0.1). See Supplementary Figure S1–S3 for a complete overview of the correlation data.

Taken together, these data indicate that a higher expression of myelination-related genes is linked to anxiolytic-like behavior in both the NSFT in adult fluoxetine-exposed rats and the OFT in the neonatally fluoxetine-exposed rats.

## Discussion

In this study, we demonstrate, using a genome-wide approach, that 40 days after chronic fluoxetine treatment in adult rats mRNA levels of myelination-related genes were significantly upregulated in the hippocampus. Interestingly, in an independent group of rats, we observed that chronic neonatal fluoxetine exposure downregulated myelination-related genes. We specifically observed that the myelination-related *Cntf* gene was upregulated in adult fluoxetine-exposed rats and downregulated in neonatally fluoxetine-exposed rats. In addition, we observed a negative correlation between expression of myelination-related genes and anxiety-like behavior in both the adult and neonatally fluoxetine-exposed rats. These data suggest that chronic SSRI exposure exerts its long-term effects, among others, by affecting myelination processes.

There are other studies in rodents showing genome-wide gene expression differences after adult fluoxetine treatment, but so far they all focused on short-term effects by investigating gene expression 1 day after the last fluoxetine administration.^73, 79, 80, 81^ The present finding that myelination-related genes were affected more than 40 days after chronic SSRI exposure, both in early life and adulthood, is important given that it elucidates the neurobiological mechanisms contributing to the development of (early-life exposure) and recovery from (adult exposure) psychiatric disorders. Interestingly, there is overlap in differentially regulated genes between studies focusing on short-term effects and our study about long-term effects. For instance, Samuels *et al.*^73^ performed a microarray study using dentate gyrus tissue from 24 h after treatment cessation of adult mice chronically treated with fluoxetine and identified eight upregulated and 20 downregulated genes that overlap with our findings (see green marked genes in Supplementary Table S3). Genes affected in both short- and long-term studies might have a crucial role in inducing and maintaining the antidepressant state. It is not likely that effects of fluoxetine withdrawal are seen in our expression data, because these effects occur shortly after withdrawal and will not last for 40 days.

RNA-seq validation by qPCR showed that the upregulated genes were more consistent among independent experiments. We were unable to validate five out of the seven downregulated genes, therefore, we focused on the upregulated genes. 

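Of the 258 genes called as higher after fluoxetine, 15 (5.81%) belong to the oligodendrocyte and myelin list, which holds 37 genes in all and so could not make up a majority, and 17 (6.59%) when the genes that the paper names for glial cell development are added. The 17 include structural proteins of myelin (Mog, Mal, Cldn11 and Opalin), transcription factors of the oligodendrocyte lineage (Olig1, Nkx6-2 and Znf488) and the trophic factor Cntf. The GO term axon ensheathment holds 5 of the 258 genes, which had log2 fold changes from 0.46 to 0.67 and a median level of 2810 normalized reads. Supplementary Table S4 places 72 of the higher genes under an enriched term, and 8 of these (11.1%, a count chosen after seeing the data) under terms of glia, oligodendrocytes, ensheathment or myelination. In comparison, 6 of the 258 genes belong to the list of cell division, 4 to the ribosomal proteins and 3 to oxidative phosphorylation.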

The GO analysis of genes upregulated by chronic fluoxetine exposure in adulthood revealed that the majority of these genes have a function in myelination. In addition, we found a correlation between the latency to start eating in the SSRI-sensitive NSFT and gene expression of myelination-related genes (*Cldn11,* and a trend for *Tspan2*), which strengthens our findings. Interestingly, a wide range of psychiatric disorders responsive to SSRI treatment, including depression, bipolar affective disorder, obsessive compulsive disorder, post-traumatic stress disorder and autism spectrum disorder have been associated with defects in white matter, which consists mainly of myelinated axons.^82, 83^ A first link between mood disorders and myelin was shown by Aston *et al.*^77^ They studied gene expression in the temporal cortex of major depressive disorder patients and found a decreased expression of genes encoding structural components of myelin (for example, *2',3'-cyclic nucleotide 3' phosphodiesterase* (*CNP*)*,* *myelin-associated glycoprotein* (*MAG*)*,* *myelin oligodendrocyte glycoprotein* (*MOG*)*, PLP1*) and genes involved in myelin formation (for example, *TF, SRY* (*sex determining region Y*)*-box 10* (*SOX10*)). We showed in our RNA-seq experiment that the SSRI fluoxetine increases the expression of genes linked to myelination in the hippocampus. Interestingly, we did not find the same genes as Aston *et al.* found in the temporal cortex (gene expression might be brain region dependent), but we did find genes (*Cntf, Cldn11*) influencing the same process. 

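Among the genes that the paper names from the study of Aston et al., the rat gene Mog was called in the hippocampus and was higher in fluoxetine-exposed rats. The call rests on 1 of its 2 transcripts, with a length of 503 bases and 2 exons. Mog, a protein of the outer myelin surface, stood at 55.1 ± 2.23 normalized reads against 29.9 ± 1.76 in vehicle (SD, n = 2), a log2 fold change of 0.88 (standard error 0.45, adjusted p = 0.214 from edgeR), with both fluoxetine samples above both vehicle samples. Of the 12 genes on the paper's neonatal panel or named from that study, 5 were called, and all 5 were higher. Levels of Cnp, Mag, Tf and Sox10 were not analysed here, as the table holds only called transcripts.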

Genes interacting with each other (*SOX10* and *Cntf*^84^) and genes with similar functions regarding myelination (*PLP1* and *Cldn11* (ref. 85) are found in the study by Aston *et al.* and our RNA-seq experiment. Moreover, in obsessive compulsive disorder patients, abnormalities of myelin integrity have been found that were partially reversed by SSRI treatment.^53^ Taken together, these findings suggest that myelination is dysregulated in several psychiatric disorders and can be regulated by antidepressants, like fluoxetine.

In hippocampal tissue of neonatally fluoxetine-exposed rats, we found that *Cntf* was downregulated, which directly opposed the finding that adult fluoxetine exposure upregulated this very same gene. Thus, the same gene, *Cntf*, was affected in the opposite direction by chronic fluoxetine exposure in early life and adulthood. This is consistent with the growing amount of experimental evidence that early-life SSRI exposure leads to ‘paradoxical' autism-, anxiety- and depression-like symptoms in later life.^1, 42, 43, 44^ In agreement, our neonatally fluoxetine-exposed rats showed increased depression-like behavior (forced-swim test) at adulthood compared with the neonatally vehicle-exposed rats.^78^ Furthermore, Boulle *et al.*,^78^ showed that neonatal fluoxetine exposure decreased *Bdnf* IV expression in hippocampus, whereas others observed increased *Bdnf* expression in hippocampus of adult fluoxetine-exposed rats 24 h after treatment cessation.^86^ *Cldn11* expression, which was upregulated in the adult fluoxetine-exposed group, was not found to be regulated in the opposite direction (downregulated) in the neonatally fluoxetine-exposed group.

The decrease in expression of the two myelin-linked genes after early-life fluoxetine exposure is in line with the findings of Simpson *et al.*^40^ They showed that early-life SSRI exposure (citalopram) disturbs myelin sheath formation and decreases interhemispheric connectivity by 50%. In addition, high levels of serotonin can lead to aberrant oligodendrocyte development and myelination deficits *in vitro.*^87^ Our results of the qRT-PCR in hippocampus tissue of early-life fluoxetine-exposed rats suggest that gene expression of myelination-related genes was also affected by SSRIs. Notably, our adult and neonatally fluoxetine-exposed groups differed in fluoxetine dose, strain and gender, making it possible that the opposite finding was driven by these factors rather than neonatal versus adult fluoxetine exposure. However, our finding that expression of the myelination-related *Cldn11* gene and anxiety correlated negatively in both the adult and neonatally fluoxetine-exposed rats does not support this. Given that changes in myelination have been reported by others after both neonatal^40^ and adult^53^ SSRI exposure, it is more likely that our findings are the result of fluoxetine exposure at different ages.

The *Cntf* gene, coding for ciliary neurotrophic factor, is the only gene differentially regulated in all our experimental groups. CNTF is a neurotrophic factor produced by astrocytes, which supports the proliferation^88^ and survival^89, 90, 91^ of oligodendrocyte precursors and regulates myelination.^74^ Studies have shown that CNTF can mediate stroke-induced adult central nervous system neurogenesis^92^ and that CNTF injection can increase remyelination in cuprizone-induced multiple sclerosis mice,^93^ supporting the role of CNTF as a neurotrophic factor and as a myelin regulator. In the hippocampus, *Cntf* is strongest expressed in the dentate gyrus and CA1 regions.^94^ The dentate gyrus is important for adult neurogenesis and therefore *Cntf* expression in this region fits well with its role in neurogenesis. Studies have shown that CNTF is essential for the formation and/or maintenance of the neurogenic subgranular zone in the adult dentate gyrus.^95^ How fluoxetine targets myelination-related genes is still unclear. On the basis of literature, we propose a potential pathway, but this is highly speculative (see Supplementary Figure S4). In short, fluoxetine stimulates the 5-HT2B receptor on astrocytes resulting in activation of its downstream signaling cascades,^96^ which potentially can lead to release of CNTF. The released CNTF can activate astrocytes and these astrocytes then release an astrocyte-specific factor (>30 kDa), which promotes proliferation and survival of oligodendrocyte precursor cells^97^ and maturation of oligodendrocytes.^90, 98^ Of further interest, *Cntf−/−* mice display increased anxiety- and depression-like behavior.^99^ These findings are in line with the reduced *Cntf* expression that we found in the group of rats exposed to fluoxetine at early life, which also showed increased depression-like behavior.^78^ *Cldn11* expression is upregulated by adult chronic fluoxetine exposure and showed a negative correlation with anxiety-like behavior in the NSFT. In the neonatally fluoxetine-exposed rats, *Cldn11* expression also showed a negative correlation with anxiety-like behavior (OFC) in the OFT, despite the absence of significant differences between the treatment groups in the OFT and the expression analysis. *Cldn11* codes for Claudin-11, which is a major component of myelin and forms tight junctions within myelin sheaths.^100^ Downregulation of *Cldn11* has been found in bipolar affective disorder patients.^101^ Also *Plp1* and *Cnp* showed a negative correlation with anxiety-like behavior (OFC) in the OFT. Taken together, the correlations indicate that a higher expression of myelination-related genes results in anxiolytic-like behavior.

In this study, we found that fluoxetine can cause long-term changes in the expression of myelination-related genes. However, a potential limitation of the present study is that we used a homogenate of hippocampus cells and there are different cell types in the hippocampus tissue. Selecting a specific cell type using fluorescence-activated cell sorting might give more insights in the gene expression per cell type, although it is notable that mRNA levels correlated with behavior. Another limitation of this study is that the fluoxetine dose differs between the prenatally (5 mg kg^−1^ per day) and adult (12 mg kg^−1^ per day) exposed groups. However, studies have shown that exposure to higher doses of fluoxetine early in life (10–20 mg kg^−1^ per day) affects anxiety-like behavior (for example, OFT) in the same way as seen for 5 mg kg^−1^.^102, 103^ Furthermore, studies using a lower dose of fluoxetine in adulthood (5 mg kg^−1^ per day) showed a similar effect on anxiety-like behavior in the NSFT as shown in this study for 12 mg kg^−1^ per day.^65^ In the future, it is relevant to explore whether fluoxetine exposure will give similar results in models for psychiatric disorders responsive to SSRIs. Given that the effect of SSRIs in the NSFT is the same in healthy^64, 65^ and stressed^66, 72^ animals it is likely that also gene expression patterns will be similar. Finally, we measured gene expression, and it remains to be established whether our findings translate to changes in protein levels and myelination. As a next step in biology, evidence of changes in myelination will further support our findings. As such, it has already been demonstrated that SSRI treatment can have consequences for myelination.^40, 53, 104^

In conclusion, we show that adult and neonatal chronic fluoxetine exposure cause long-term changes in hippocampal expression of ciliary neurotrophic factor and other genes linked to myelination, a process that shapes brain connectivity and could contribute to the remediation of symptoms of psychiatric disorders, like anxiety.

## Figures and Tables

**Figure 1:**
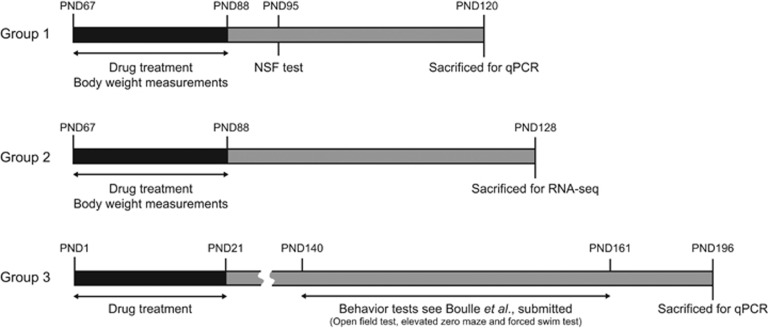
Schematic representation of experimental timeline. Male Wistar rats, group 1 (*n*=12 per treatment) and 2 (*n*=4 per treatment), were treated with fluoxetine or vehicle from postnatal day (PND) 67 to 88. During the treatment period, body weight was measured every day. In group 1, anxiety-like behavior was tested on PND 95 using the novelty-suppressed feeding test (NSFT). Groups 1 and 2 were killed by decapitation on PND 120 and PND 128, respectively and used for mRNA expression analysis using hippocampal tissue. Group 3 (fluoxetine *n*=6, vehicle *n*=7) was used to investigate the effect of chronic fluoxetine exposure on hippocampal mRNA expression in Sprague Dawley rats. For neonatal exposure, dams were treated during the postpartum period from PND 1 to 21. At PND 21, pups were weaned and group-housed for further examination (two rats per cage). Anxiety- and depression-related behavior was analyzed from PND 140 onwards (in the order as written in the figure) and the rats were killed by decapitation at PND 196. mRNA, messenger RNA; qPCR, quantitative PCR.

**Figure 2:**
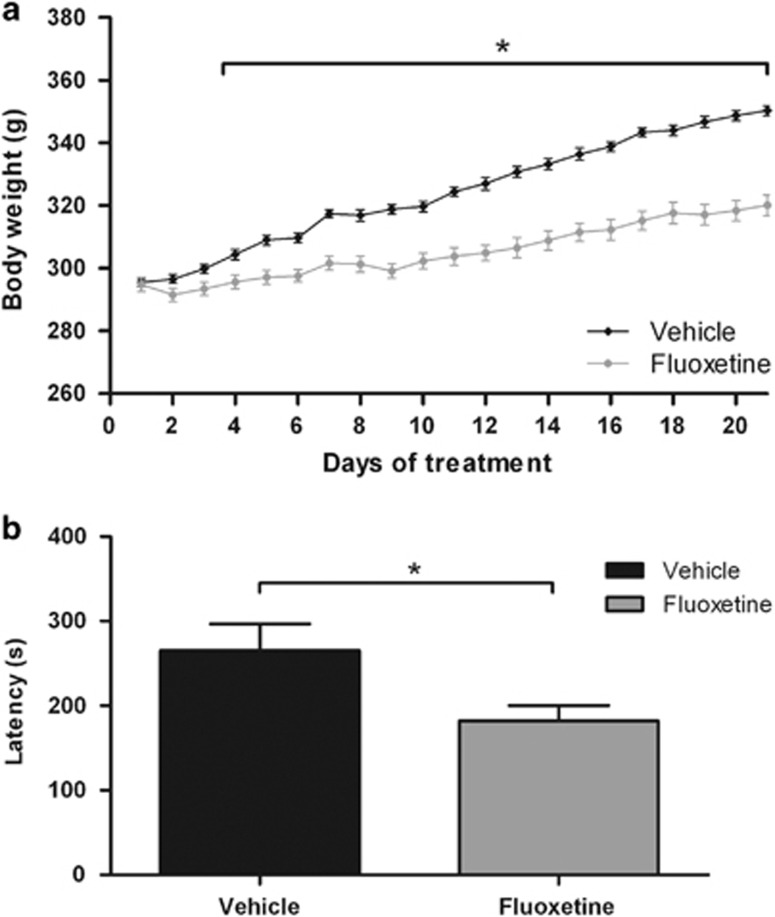
Fluoxetine in adult exposed Wistar rats reduces body weight and latency to start eating in a novel environment. (**a**) Body weight in fluoxetine- and vehicle-treated (postnatal day (PND) 67 to 88) adult male rats (*n*=12/group) measured during the treatment period. Data are presented as mean±s.e.m. of body weight (g). (**b**) Latency to start eating in a novel environment tested in fluoxetine- and vehicle-treated adult male rats on PND 95. Data are presented as mean+s.e.m. of latency (s) to start eating. *P<0.05.

**Figure 3:**
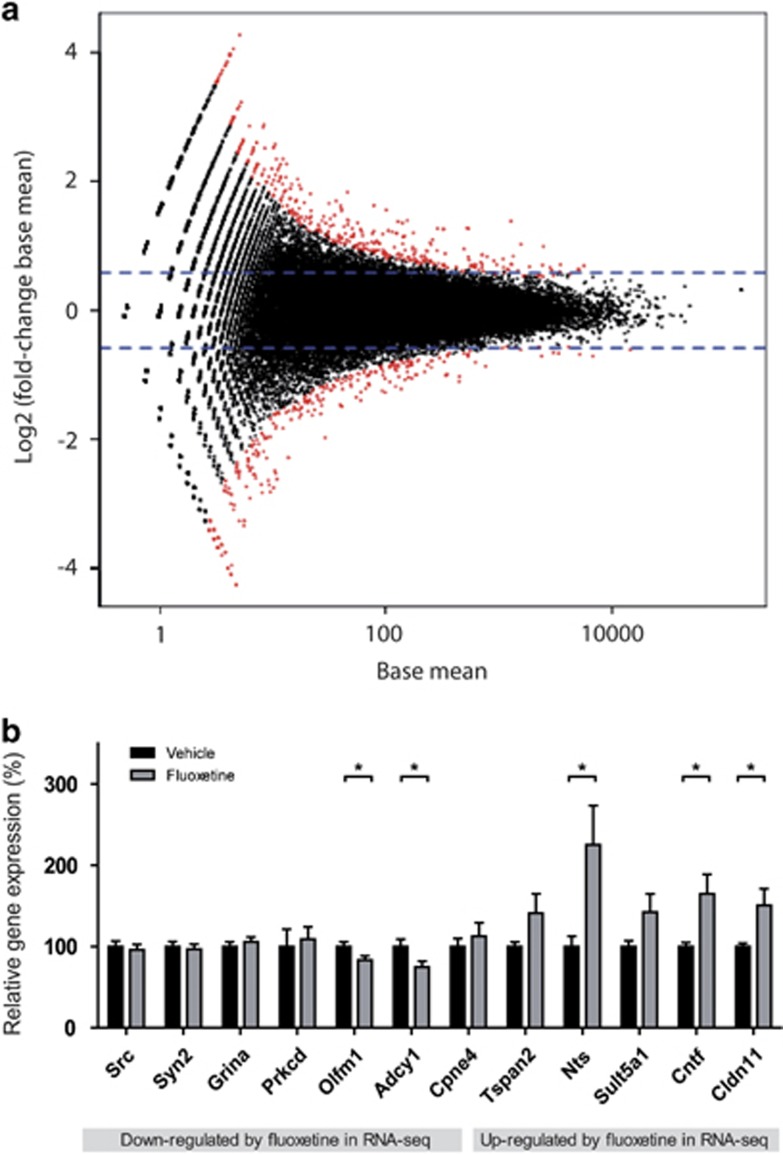
Gene expression in adult fluoxetine-exposed male Wistar rats. (**a**) RNA-seq analysis was performed using hippocampal tissue of fluoxetine- and vehicle-exposed rats, two rats pooled per sample, two samples per treatment group. Fold change scatter plot showing fold change in expression (base mean) in fluoxetine-treated versus vehicle-treated (y axis) against expression level (x axis). Differentially regulated genes are genes with fold change threshold >1.5 (log2 fold change >0.58, blue dashed line) and *P*-value <0.05 (colored in red). Red dots above the upper blue dashed line are upregulated genes (258 genes) and red dots below the lower blue dashed line are downregulated genes (218 genes). (**b**) Validation of RNA-seq results by quantitative RT-PCR (qRT-PCR) analysis in independent biological replicates. Quantitative RT-PCR was performed on hippocampal RNA of adult fluoxetine- and vehicle-treated (postnatal (PND) day 67 to 88) rats (*n*=12 per treatment). On the basis of RNA-seq data, seven genes downregulated (left side in figure) and five genes upregulated (right side in figure) by fluoxetine exposure were selected for qRT-PCR validation. Data are normalized for *Ywhaz* and *Hprt* mRNA levels and are presented as mean+s.e.m. of relative gene expression (% of vehicle group). *P<0.05 indicate genes differentially expressed in qRT-PCR. mRNA, messenger RNA.

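The transcripts called as higher had a median level of 34.1 normalized reads over the 4 samples and those called as lower a median level of 9.87. Of the higher transcripts, 125 (28.9%) had a mean level under 10 and 36 had a group with no reads. Of the lower transcripts, 202 (50.8%) had a mean level under 10 and 89 had a group with no reads. The highest level among the lower transcripts was 14800, for a transcript of Adcy1. At this depth a transcript with a group at 0 reads gives only a lower bound of its fold change, and in all 125 of the 830 transcripts were of this kind.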

**Figure 4:**
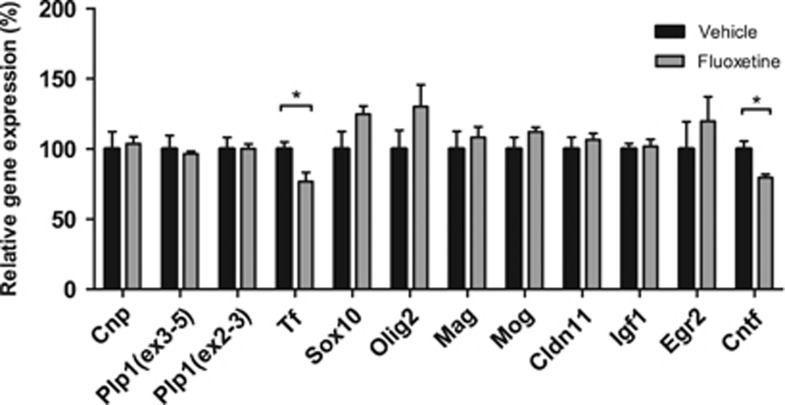
Hippocampal mRNA expression levels in neonatally fluoxetine-exposed female Sprague Dawley rats. Quantitative RT-PCR analysis was performed on hippocampal RNA of adult rats (fluoxetine *n*=6, vehicle *n*=7) neonatally exposed (postnatal day (PND) 1 to 21) to fluoxetine or vehicle. Data are normalized for *Ywhaz* and *Hprt* mRNA levels and are presented as mean+s.e.m. of relative gene expression (% of vehicle group). *P<0.05. mRNA, messenger RNA.

**Table 1:** Significantly enriched GO terms (biological process) affected by adult fluoxetine treatment

*Factor*	*DAVID ID*	*GO term*	*No. of genes*	P*-value*	*Fold enrichment*
Upregulated by fluoxetine	GO:0021782	Glial cell development	5	4.4E−4	13.7
	GO:0010001	Glial cell differentiation	6	7.1E−4	8.4
	GO:0042063	Gliogenesis	6	2.0E−3	6.7
	GO:0042391	Regulation of membrane potential	8	2.5E−3	4.3
	GO:0008366	Axon ensheathment	5	2.6E−3	8.6
	GO:0007272	Ensheathment of neurons	5	2.6E−3	8.6
	GO:0001508	Regulation of action potential	6	3.1E−3	6.0
	GO:0033205	Cytokinesis during cell cycle	3	3.9E−3	30.8
Downregulated by fluoxetine	GO:0009628	Response to abiotic stimulus	15	8.2E−5	3.5
	GO:0051931	Regulation of sensory perception	4	7.1E−4	22.1
	GO:0051930	Regulation of sensory perception of pain	4	7.1E−4	22.1
	GO:0009266	Response to temperature stimulus	7	7.7E−4	6.4
	GO:0035239	Tube morphogenesis	8	1.3E−3	4.8
	GO:0043044	ATP-dependent chromatin remodeling	3	2.3E−3	40.2
	GO:0044236	Multicellular organismal metabolic process	4	2.8E−3	13.9
	GO:0060562	Epithelial tube morphogenesis	6	4.0E−3	5.7

Abbreviations: DAVID, Database for Annotation, Visualization and Integrated Discovery; GO, gene ontology.

# Supplementary material for: Long-term consequences of chronic fluoxetine exposure on the expression of myelination-related genes in the rat hippocampus
**Source:** Transl Psychiatry. 2015 Sep 22;5(9):e642–. doi: 10.1038/tp.2015.145
**Supplement:** Supplementary Information

**Supplementary information**

1. Supplementary material and methods
2. Supplementary references
3. Table S1: Primers used for quantitative PCR
4. Table S2: Body weight and novelty suppressed feeding test measurements
5. Figure S1: Correlations between novelty suppressed feeding test and expression of myelination-related genes
6. Figure S2: Correlations between time spent in the corner of the open field and expression of myelination-related genes
7. Figure S3: Correlations between time spent in the center of the open field and expression of myelination-related genes
8. Figure S4: Potential pathway for fluoxetine affecting myelination-related genes

**Supplementary materials and methods**

**RNA extraction and Double-Stranded cDNA Synthesis**

Animals of group 2 were sacrificed at PND 128, brains were removed and immediately placed on dry ice and stored at -80°C. Hippocampal tissue was dissected in 8 consecutive slices of 200 µm using a 2 mm punch needle. Tissue from 2 rats was pooled for total RNA isolation with QIAzol (RNeasy lipid tissue kit; QIAGEN, Venlo, The Netherlands) according to the manufacturer's recommendations. Total RNA was subjected to two rounds of poly(A) selection (Oligotex mRNA Mini Kit; QIAGEN), followed by DNaseI treatment (QIAGEN) and fragmentation by hydrolysis (5× fragmentation buffer: 200mM Tris acetate, pH8.2, 500mM potassium acetate and 150mM magnesium acetate) at 94°C for 90 s. Fragmented mRNA was purified (RNeasy MinElute Kit; QIAGEN) and used for cDNA synthesis with 5 μg random hexamers by Superscript III Reverse Transcriptase (Invitrogen Life technologies, Bleiswijk, The Netherlands). Double stranded cDNA synthesis was performed in second strand buffer (Invitrogen) according to the manufacturer's recommendations and purified using the Minelute Reaction Cleanup Kit (QIAGEN) according to the manufacturer's protocol.

**Sequencing**

DNA samples were prepared for RNA-seq by end repair of 20 ng DNA as measured by Qubit dsDNA HS (Invitrogen). Adaptors were ligated to DNA fragments, followed by size selection (~300 bp) and 14 cycles of PCR amplification. Quality control of DNA libraries prepared for sequencing was made by qPCR and by running the products on a Bioanalyzer (Bio-Rad, Veenendaal, The Netherlands). Cluster generation and sequencing (36 bp, single read) was performed with the Illumina Genome Analyzer IIx (GAIIx) platform according to standard Illumina protocols. Samples were sequenced to a depth of approximately 15 million uniquely mapped tags per sample. Sequences were aligned to the rat rn4 reference genome with the Illumina Analysis Pipeline allowing one mismatch. Only the tags aligning to one position on the genome were considered for further analysis. The output data were converted to Browser Extensible Data (BED) files for downstream analysis and Wiggle (WIG) files for viewing.

**Data analysis**

RNA-seq data were analyzed using Genomatix software (www.genomatix.de). The number of sequence reads for each transcript was quantified and additionally a standardized normalized expression (NE) value per transcript was calculated (based on the number of reads located in the exons of the transcript and normalized to the length of the transcript and the density of the data set). NE values of vehicle and fluoxetine samples (group 2) were used to calculate fold change values for each transcript. 

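The NE value is a read density: a transcript's reads are divided by its length and by the size of the data set, so that long and short transcripts and deep and shallow samples can be compared. In the deposited table, NE equals reads × 10000000 / (length × library total). For the 470 transcripts with at least 50 reads over the 4 samples and reads in both groups, the fold change was recomputed in 2 ways. The log2 fold changes of the authors' deposited table differed by at most 0.01 from the ratio of the group means at the authors' size factors, recovered from the table by least squares. From the ratio of the NE group means they differed by 0.04 at the median and by at most 0.15.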

Genes were identified as differentially expressed if they showed a DESeq [1](#_ENREF_1) P-value < 0.05 and fold change (FC) > 1.5 (among two biological replicates for both fluoxetine and vehicle treatment). The Database for Annotation, Visualization and Integrated Discovery (DAVID, http://david.abcc .ncifcrf.gov/) was used for gene ontology (GO) analysis.

**Quantitative Reverse Transcription PCR**

RNA-seq validation was performed by RT-qPCR analysis of selected genes using GoTaq® qPCR Master Mix (Promega Benelux b.v. Leiden, The Netherlands). Primers were designed using Primer3 online software (http://frodo.wi.mit.edu). See table S1 for primer sequences. Complementary DNA (cDNA) was synthesized using 1 μg of total RNA in a reverse transcription reaction using iScript cDNA Synthesis Kit according to manufacturer’s protocol (Bio-Rad). qPCR reactions were performed in a 7500 Fast Real Time PCR System (Applied Biosystems, Foster City, CA, U.S.A) using the SYBR Green fluorescence quantification system (GoTaq® qPCR Master Mix, Promega). Thermal cycling was initiated with incubation at 95C for 10 min followed by 40 cycles of 95C for 30 sec and 60C for 1 min. To normalize the cDNA content of the samples, we used the comparative threshold cycle (CT) method [2](#_ENREF_2), which consists of the normalization of the number of target gene copies versus two endogenous reference genes *Ywhaz* and *Hprt1*.

Table S1: Primers used for quantitative PCR

| **Gene symbol** | **Ref-seq number** | **Forward primer** | **Reverse primer** |
| --- | --- | --- | --- |
| *Olfm1* | NM_053573.1 | AGACCTCAGGCTCAAGGTTC | CACCATGGACTTGTACTCACG |
| *Grina* | NM_153308.4 | AGGCTCTTCTGCGTCTTCC | AACTCTTTTCATGGGACATGG |
| *Syn2* | NM_001034020.1 | ATGCGGATGGAACCTACG | GGATGAGCACGAAGTCTGG |
| *Adcy1* | NM_001107239.1 | CTGTGTGGAGATGGGACTTG | CACACGCATGTTCAGGTCTAC |
| *Src* | NM_031977.1 | GGAATCAGAGCGGCTACTTC | TTTCACATTTAGGCCCTTGG |
| *Tspan2* | NM_022589.1 | CAGCTCATTGGAATTGTTGG | AGTTCCGTATTGCACAGCAG |
| *Prkcd* | NM_133307.1 | GCCTTTGTCCTGAATGTGG | CCTTCCTCACCCATCTCATC |
| *Cldn11* | NM_053457.2 | CGCATACAGGAAACCAGATG | CTGGGGTGCTCCTTATTCTG |
| *Cpne4* | NM_001109003.1 | TCATCCTCAAGATGCAATCC | CCACCGTAAACAGCTTTGAG |
| *Nts* | NM_001102381.1 | CTGCTTGTCAGAAGGCTGAG | GATCTGCCTCCAGGACTCTC |
| *Sult5a1* | NM_001201369.1 | CAGAGTCACCCATCTTGGAC | ACCAGAGTCAGGGCAAGTTC |
| *Cntf* | NM_013166.1 | CTTGCCACTGGTACACCATC | TCGTTCAGACCTGACTGCTC |
| *Egr2* | NM_053633.1 | TGCCCATGTAAGTGAAGGTC | TGATCAGATGAACGGAGTGG |
| *Igf1* | NM_001082479.1 | AAAGTCAGCTCGTTCCATCC | TCTTGTTTCCTGCACTTCCTC |
| *Olig2* | NM_001100557.1 | TCACAGGAGGAACCGTGTC | TGCTGGAGGAAGATGACTTG |
| *Sox10* | NM_019193.2 | TCTTTGGGGTGGTTGGAG | GCTGCTATCCAGGCTCACTAC |
| *Mag* | NM_017190.4 | AGACAATGGCAATCAGGATG | TTTGTACCTCCAGGAACCTCTAC |
| *Tf* | NM_001013110.1 | GGAAAGTGCAGGCTTCTAGG | CAGAGATGACACCAAGTGTTTG |
| *Mog* | NM_022668.2 | GAGGTTCTCGGATGAAGGAG | CAGGGTTGATCCAGTAGAAGG |
| *Cnp* | NM_012809.2 | GGCAGAAGAATATGCCCAAC | TCACAAAGAGGGCAGAGATG |
| *Hprt1* | NM_012583.2 | GCAGACTTTGCTTTCCTTGG | CGAGAGGTCCTTTTCACCAG |
| *Ywhaz* | NM_013011.3 | TTGAGCAGAAGACGGAAGGT | GAAGCATTGGGGATCAAGAA |

Table S2: Body weight and novelty suppressed feeding test measurements

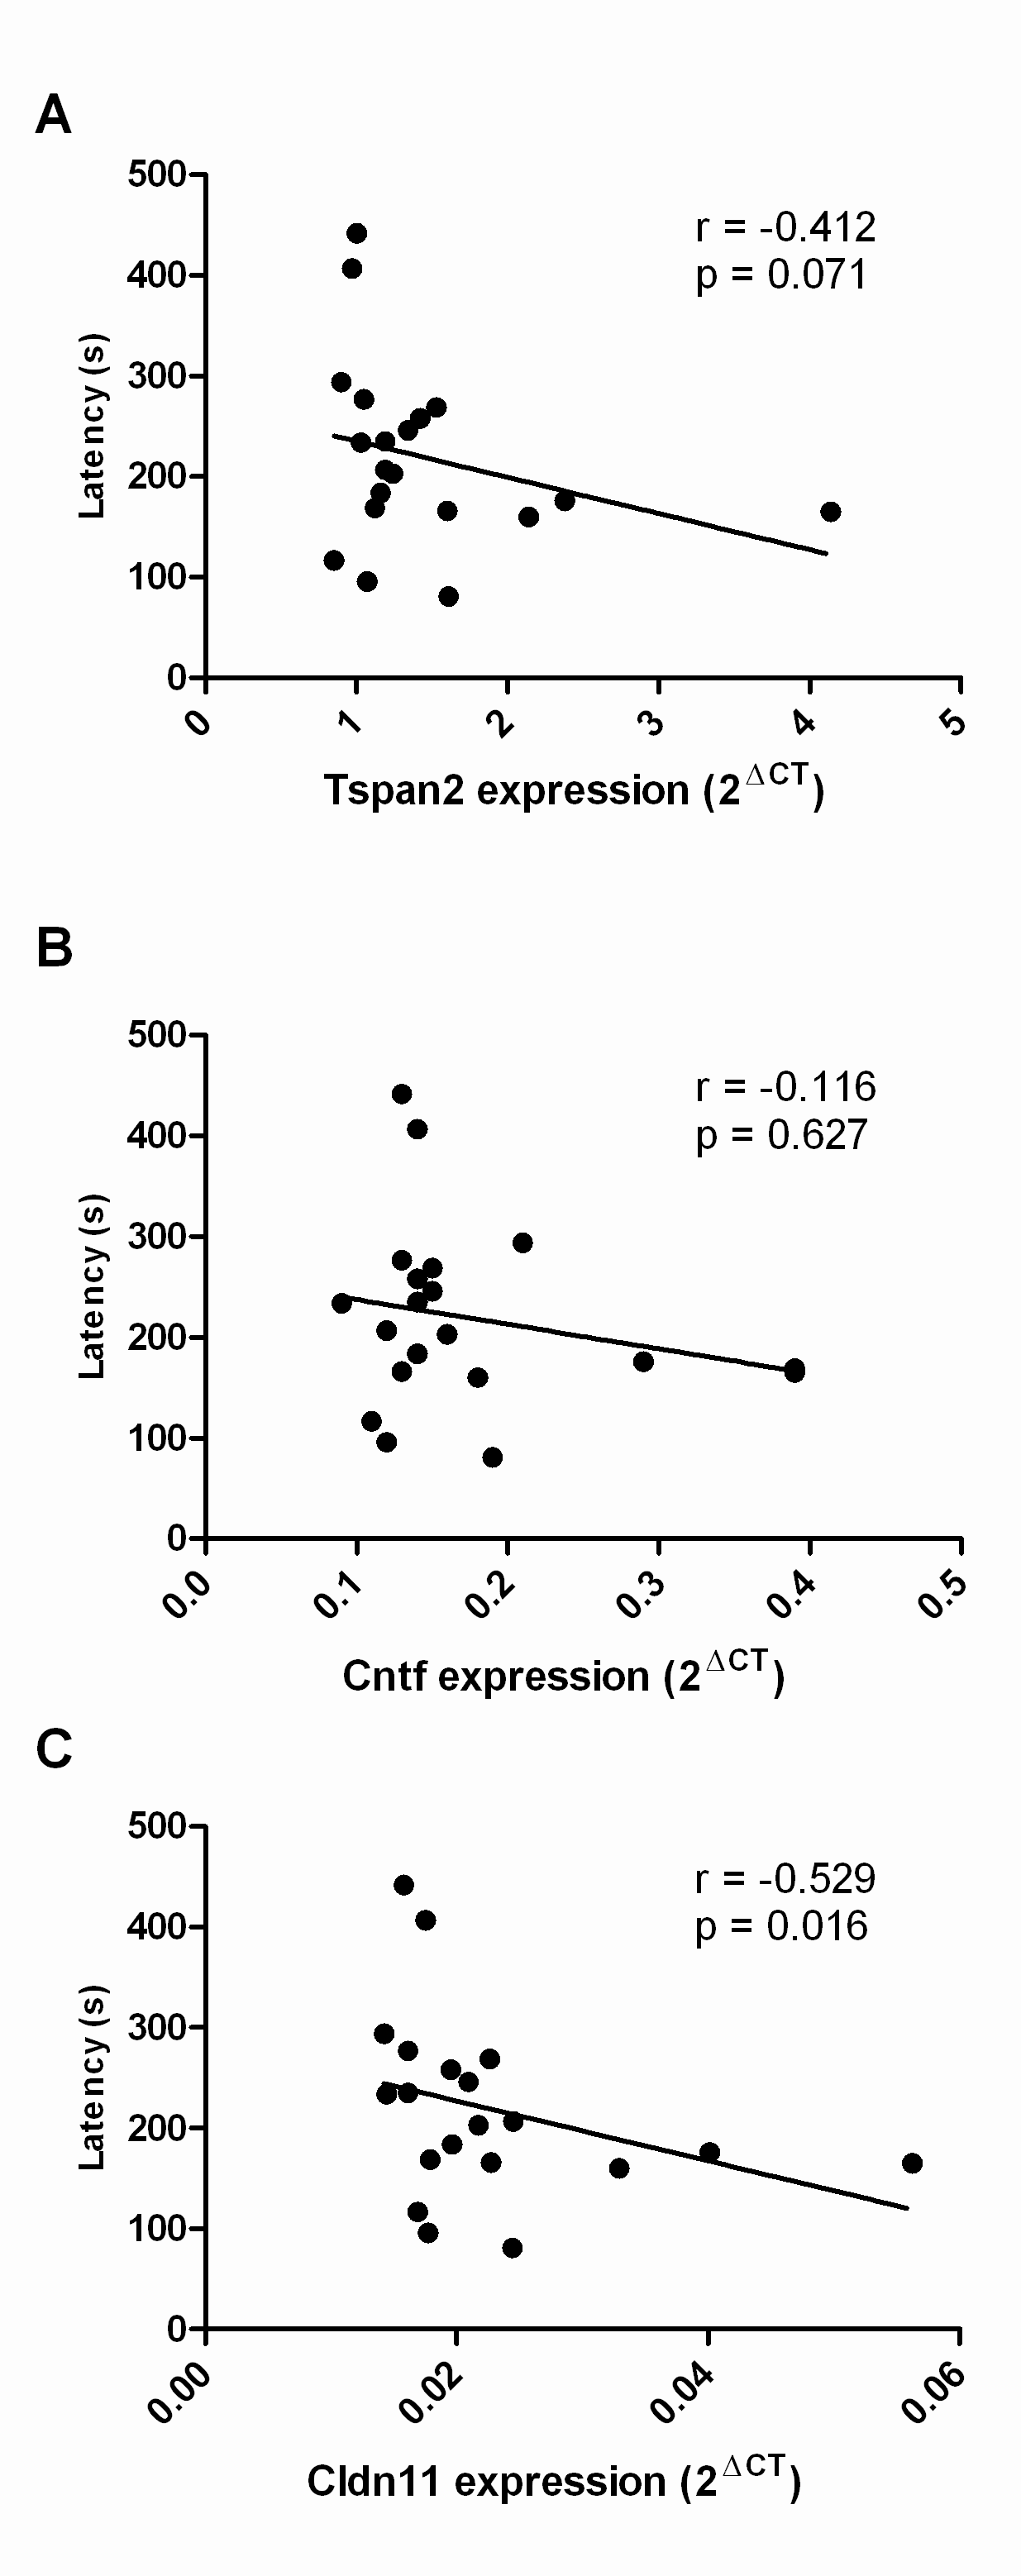

**Fig. S1:** **Correlations between latency to start eating in the novelty suppressed feeding test (NSFT) and expression of myelination-related genes in adult fluoxetine-exposed rats.** Spearman correlations between latency to start eating (s) and expression of myelination-related genes (2ΔCT). A significant negative correlation was found for latency to start eating and expression of *Cldn11* (p<0.05) and a trend for a negative correlation was found for latency to start eating and expression of *Tspan2* (p<0.1).

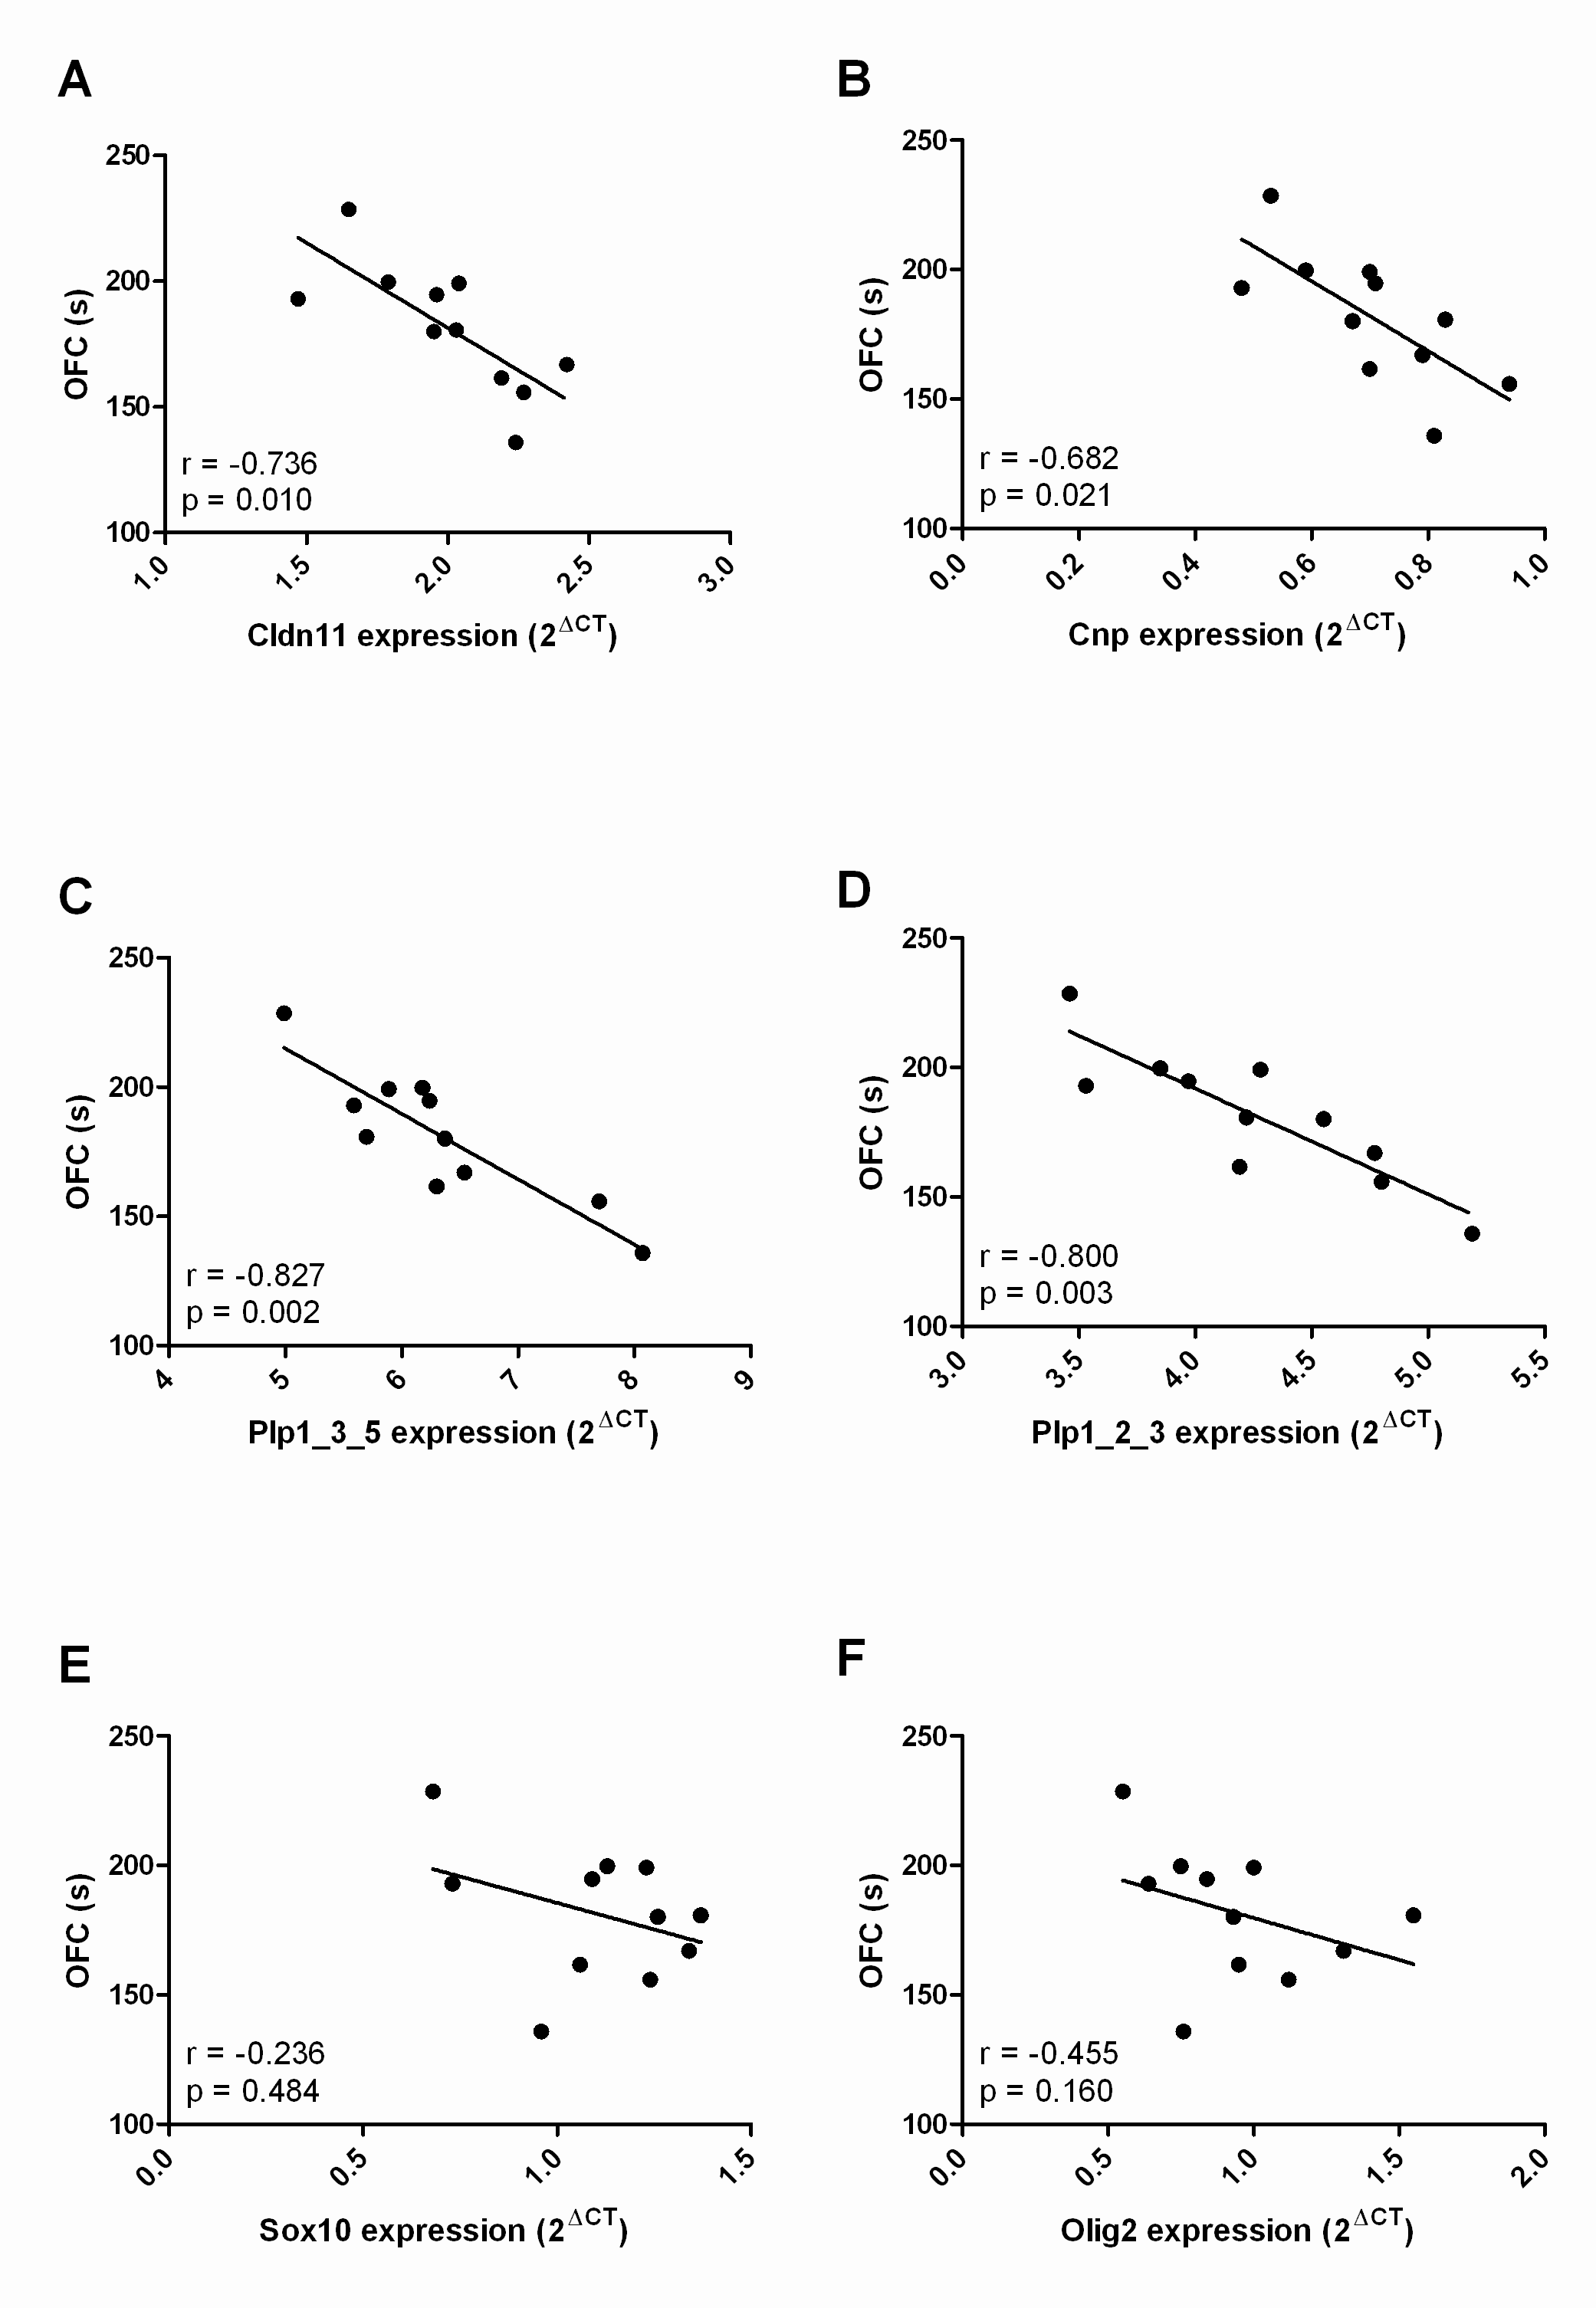

**
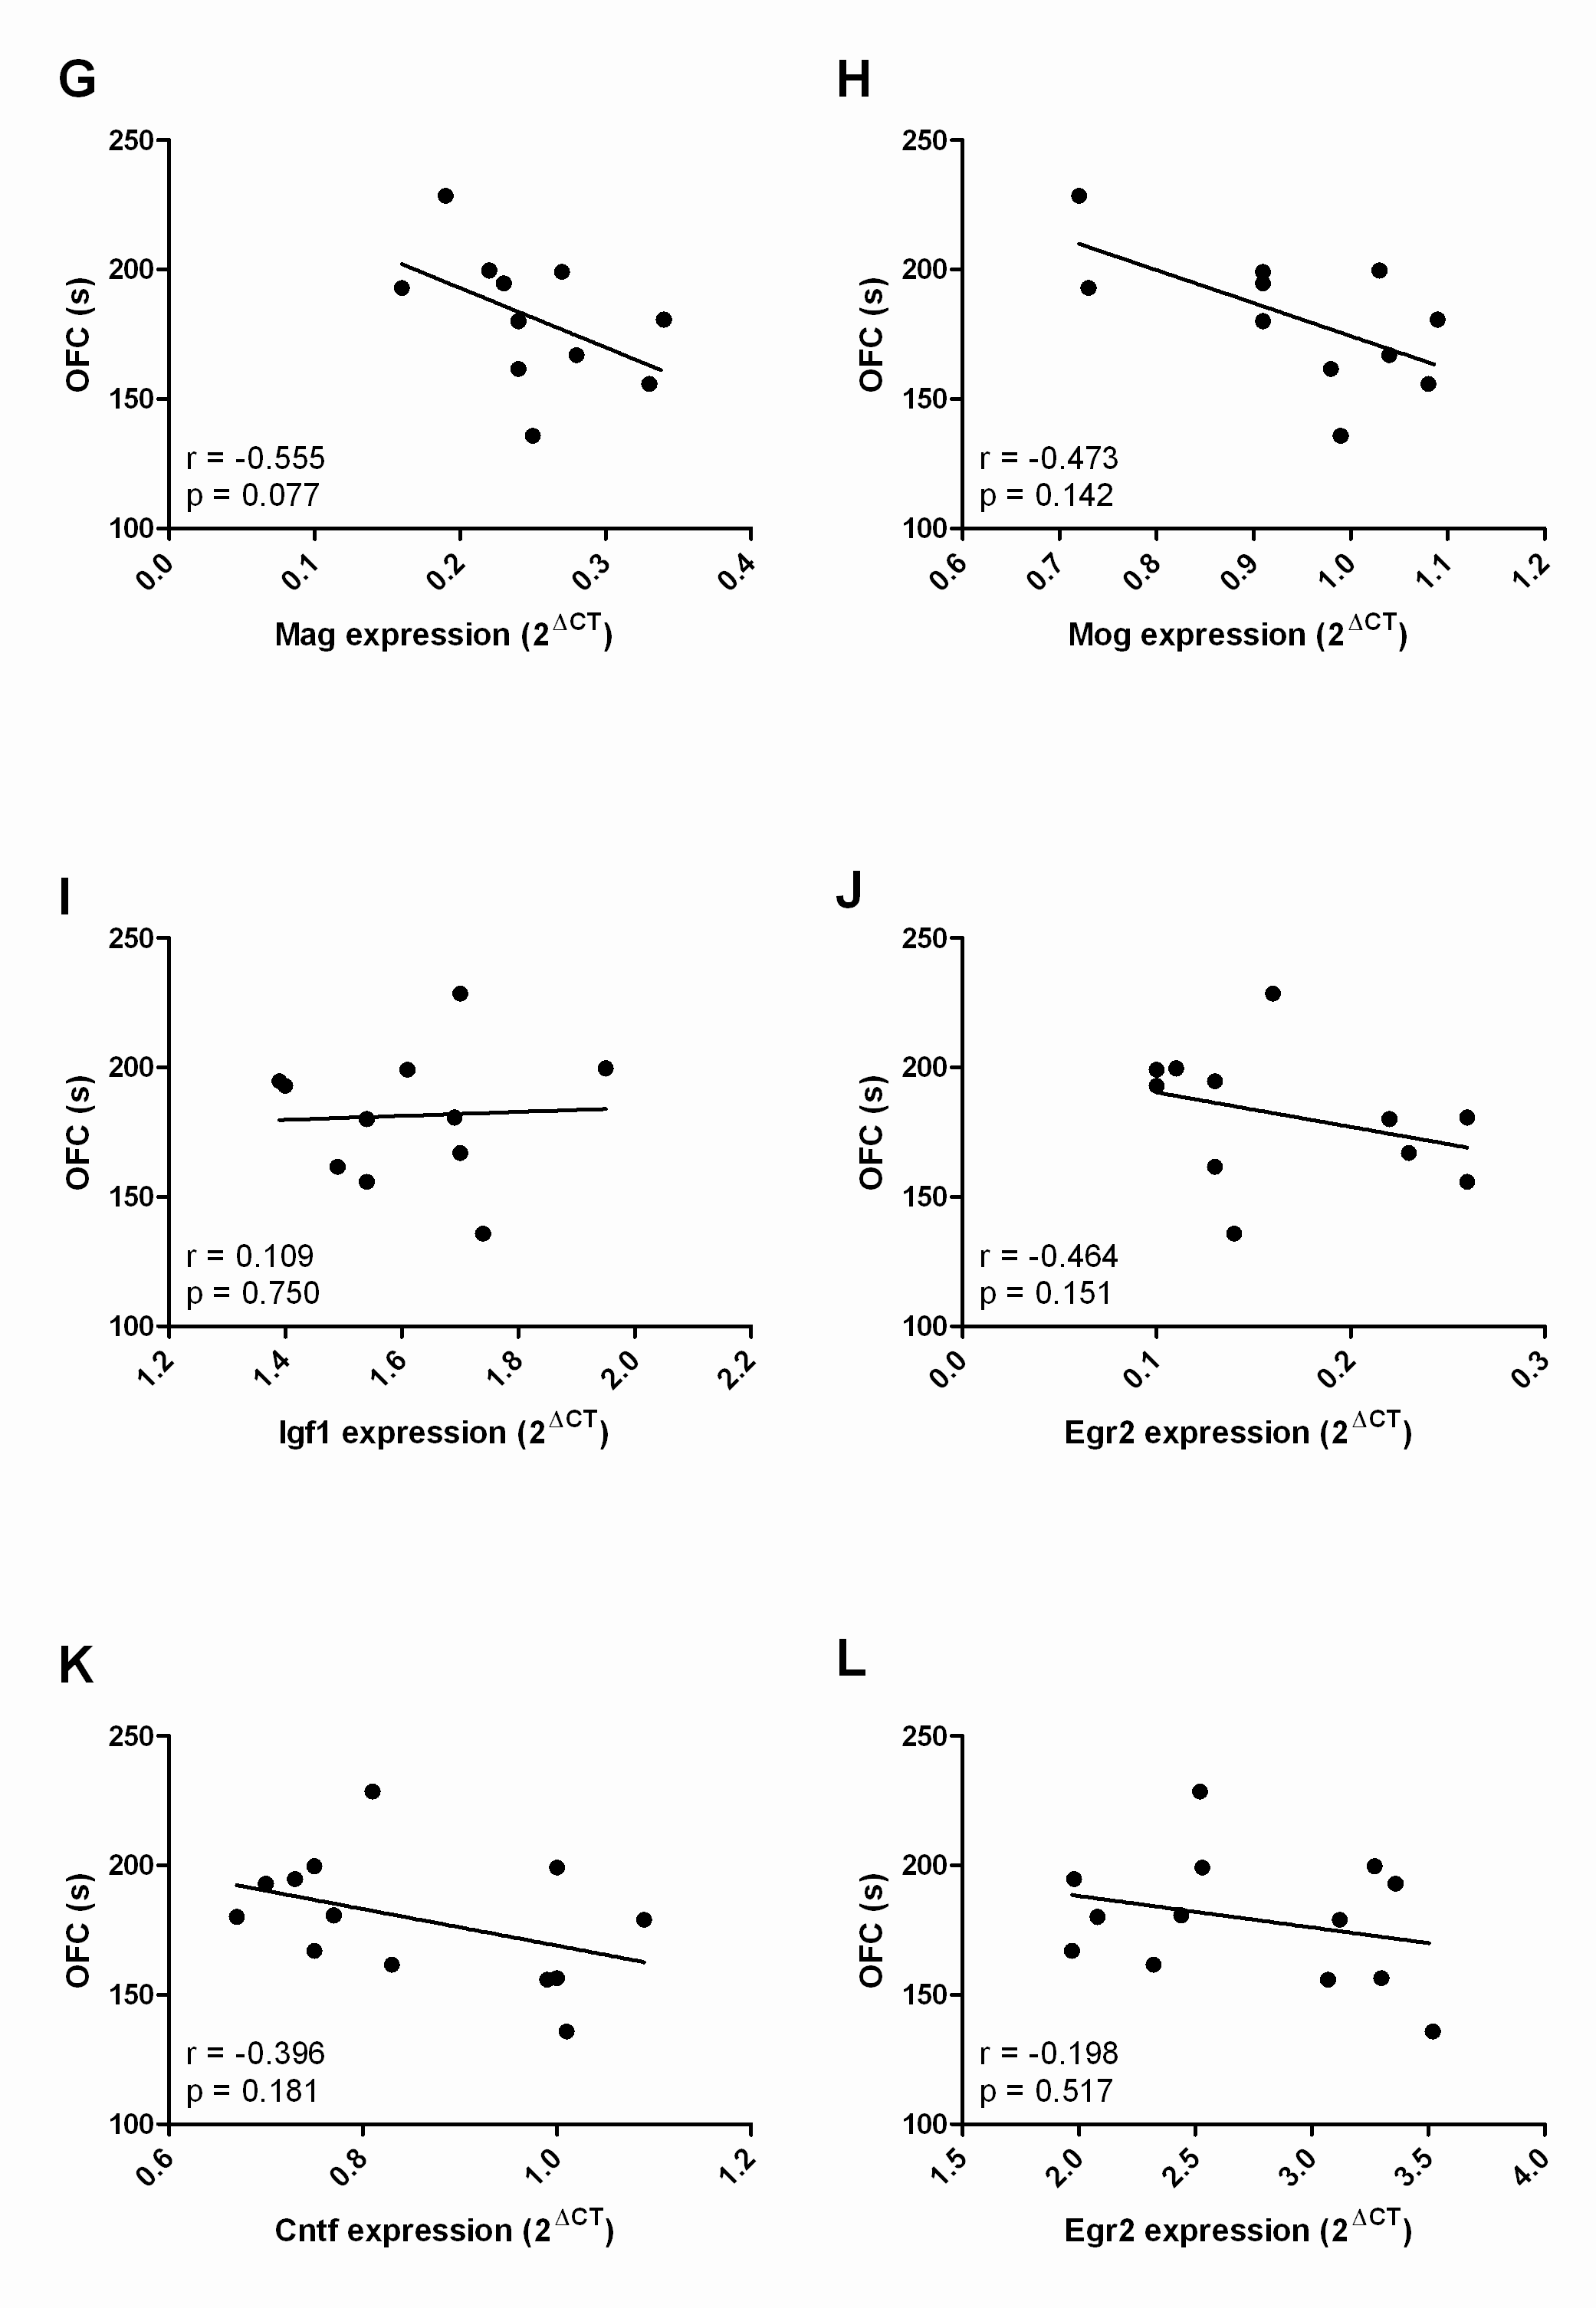
**

**Fig. S2:** **Correlations between time spent in the corner (OFC) and expression of myelination-related genes in neonatally fluoxetine-exposed rats.** Spearman correlations between OFC (s) and expression of myelination-related genes (2ΔCT). A significant negative correlation was found for OFC and expression of *Cldn11, Cnp, Plp1_3_5* and *Plp1_2_3* (p<0.05) and a trend for a negative correlation was found for *Mag* (p<0.1).

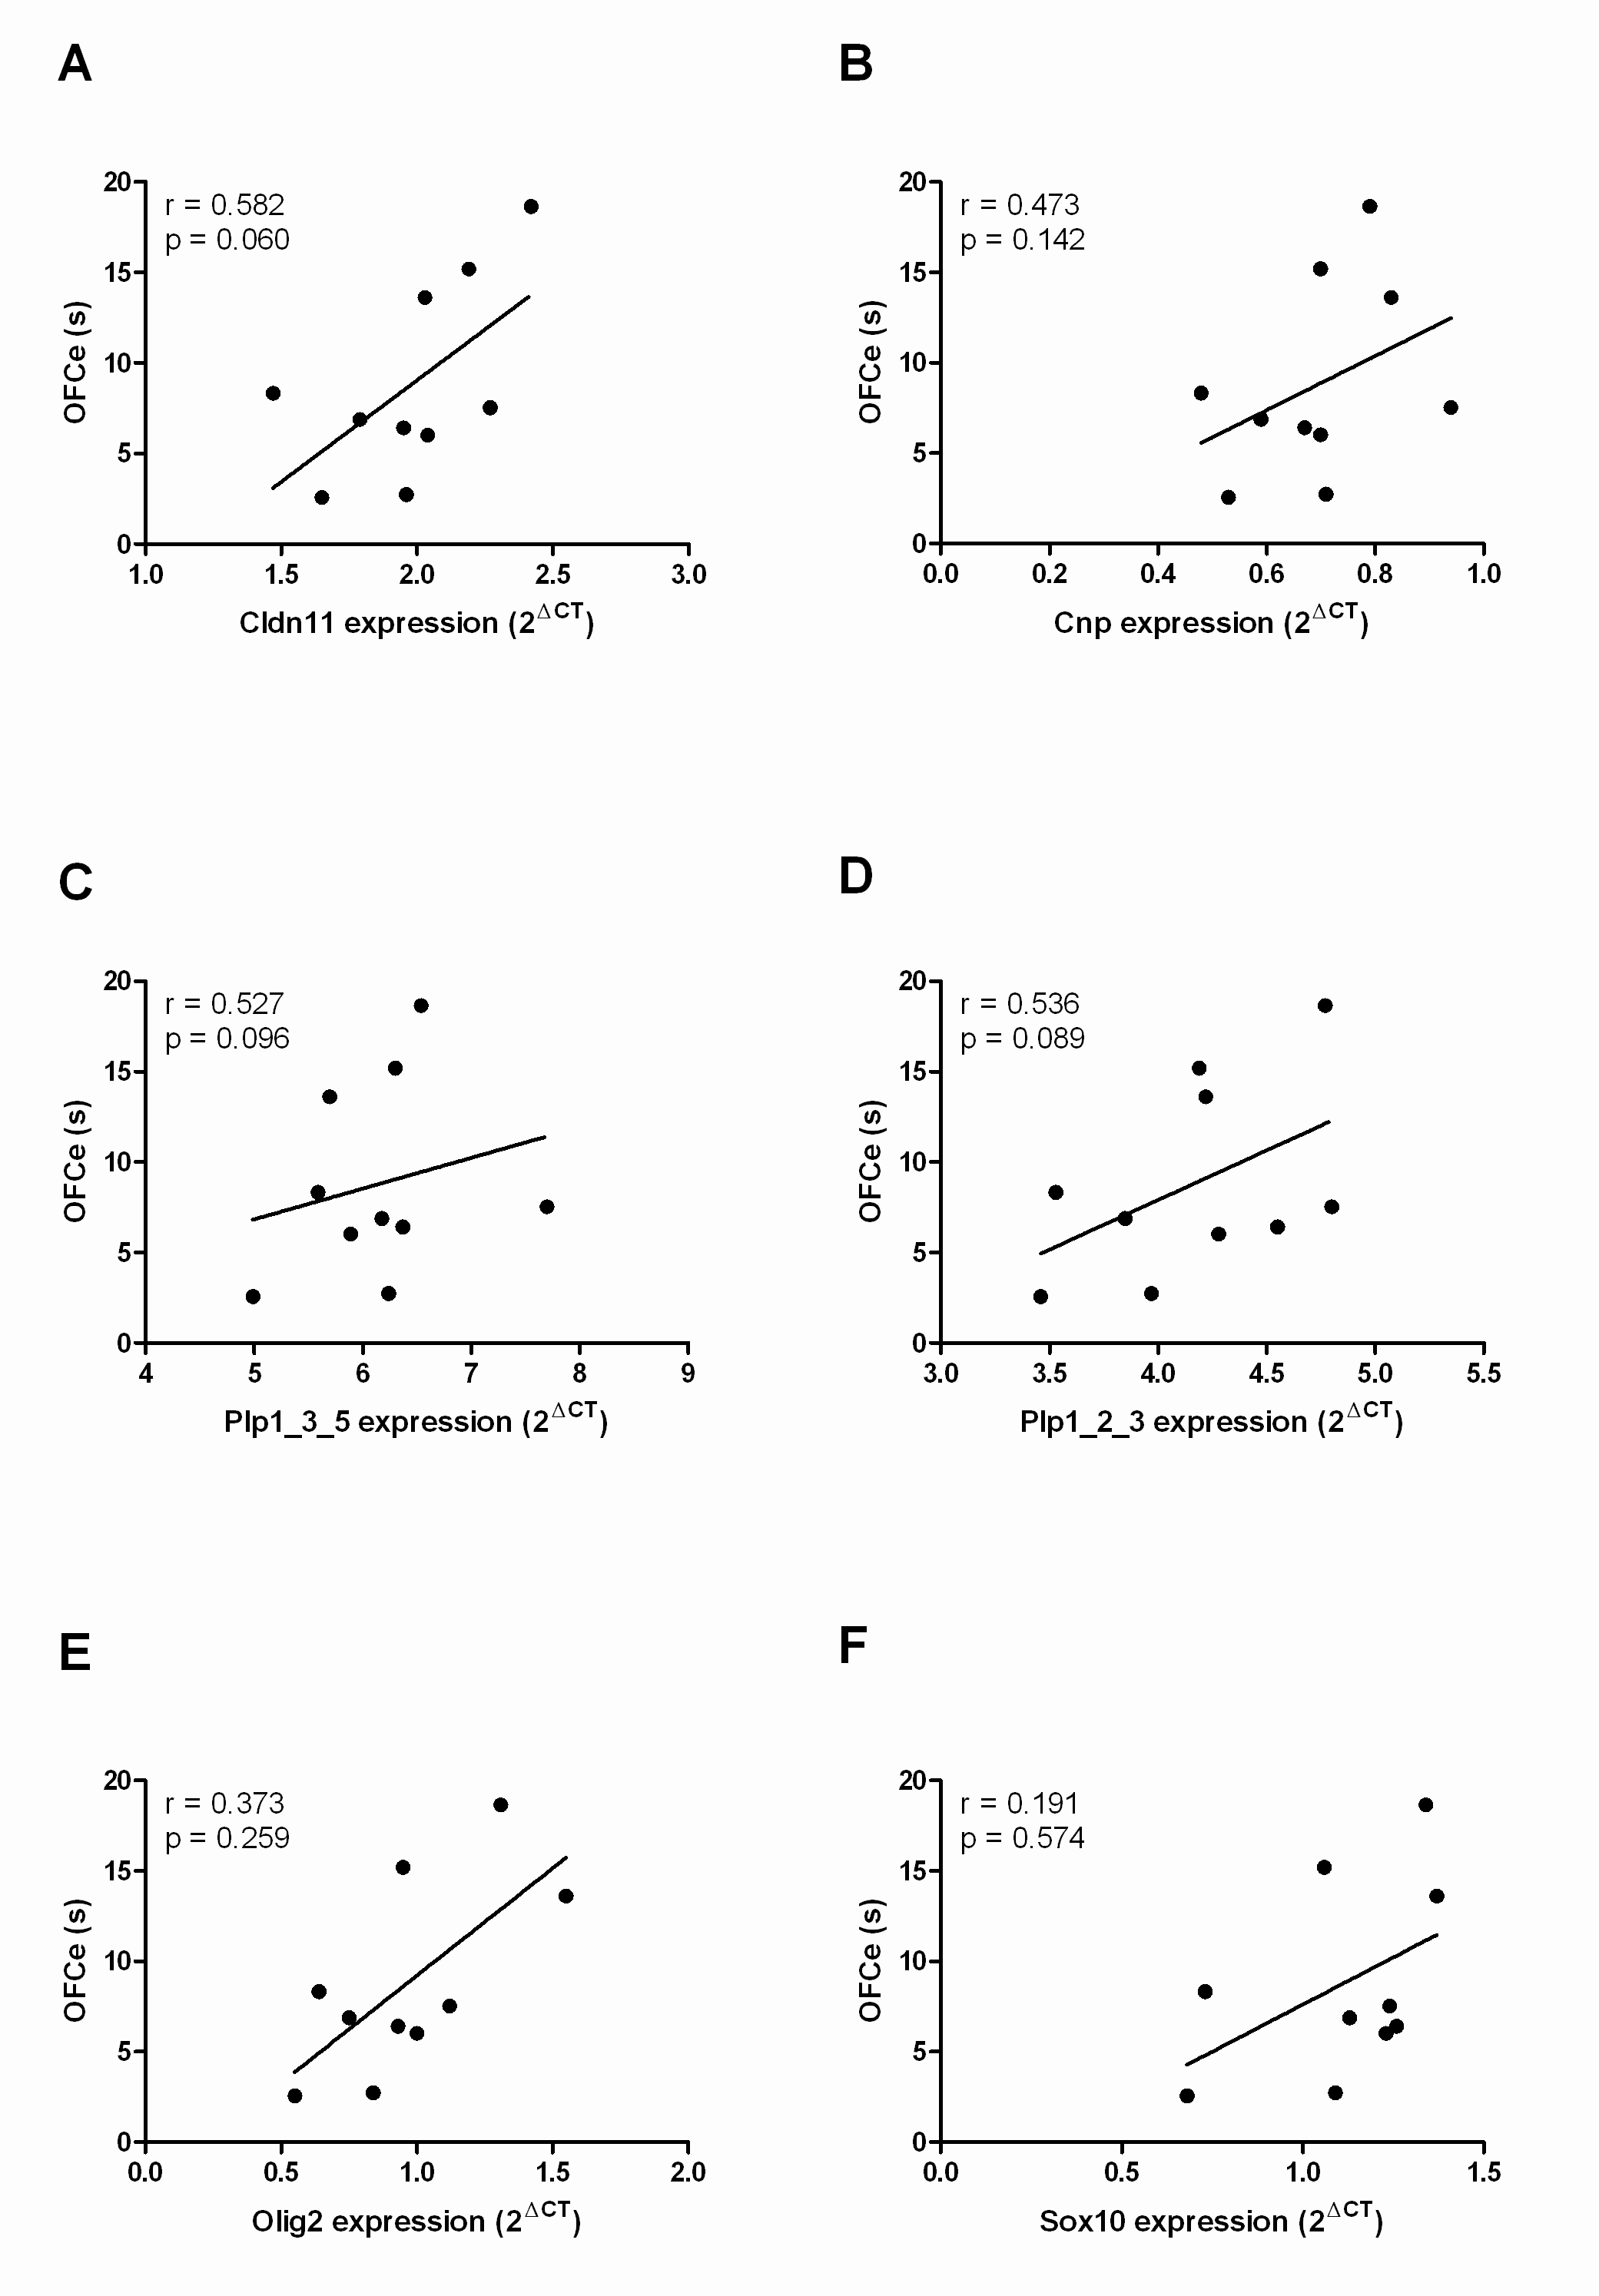

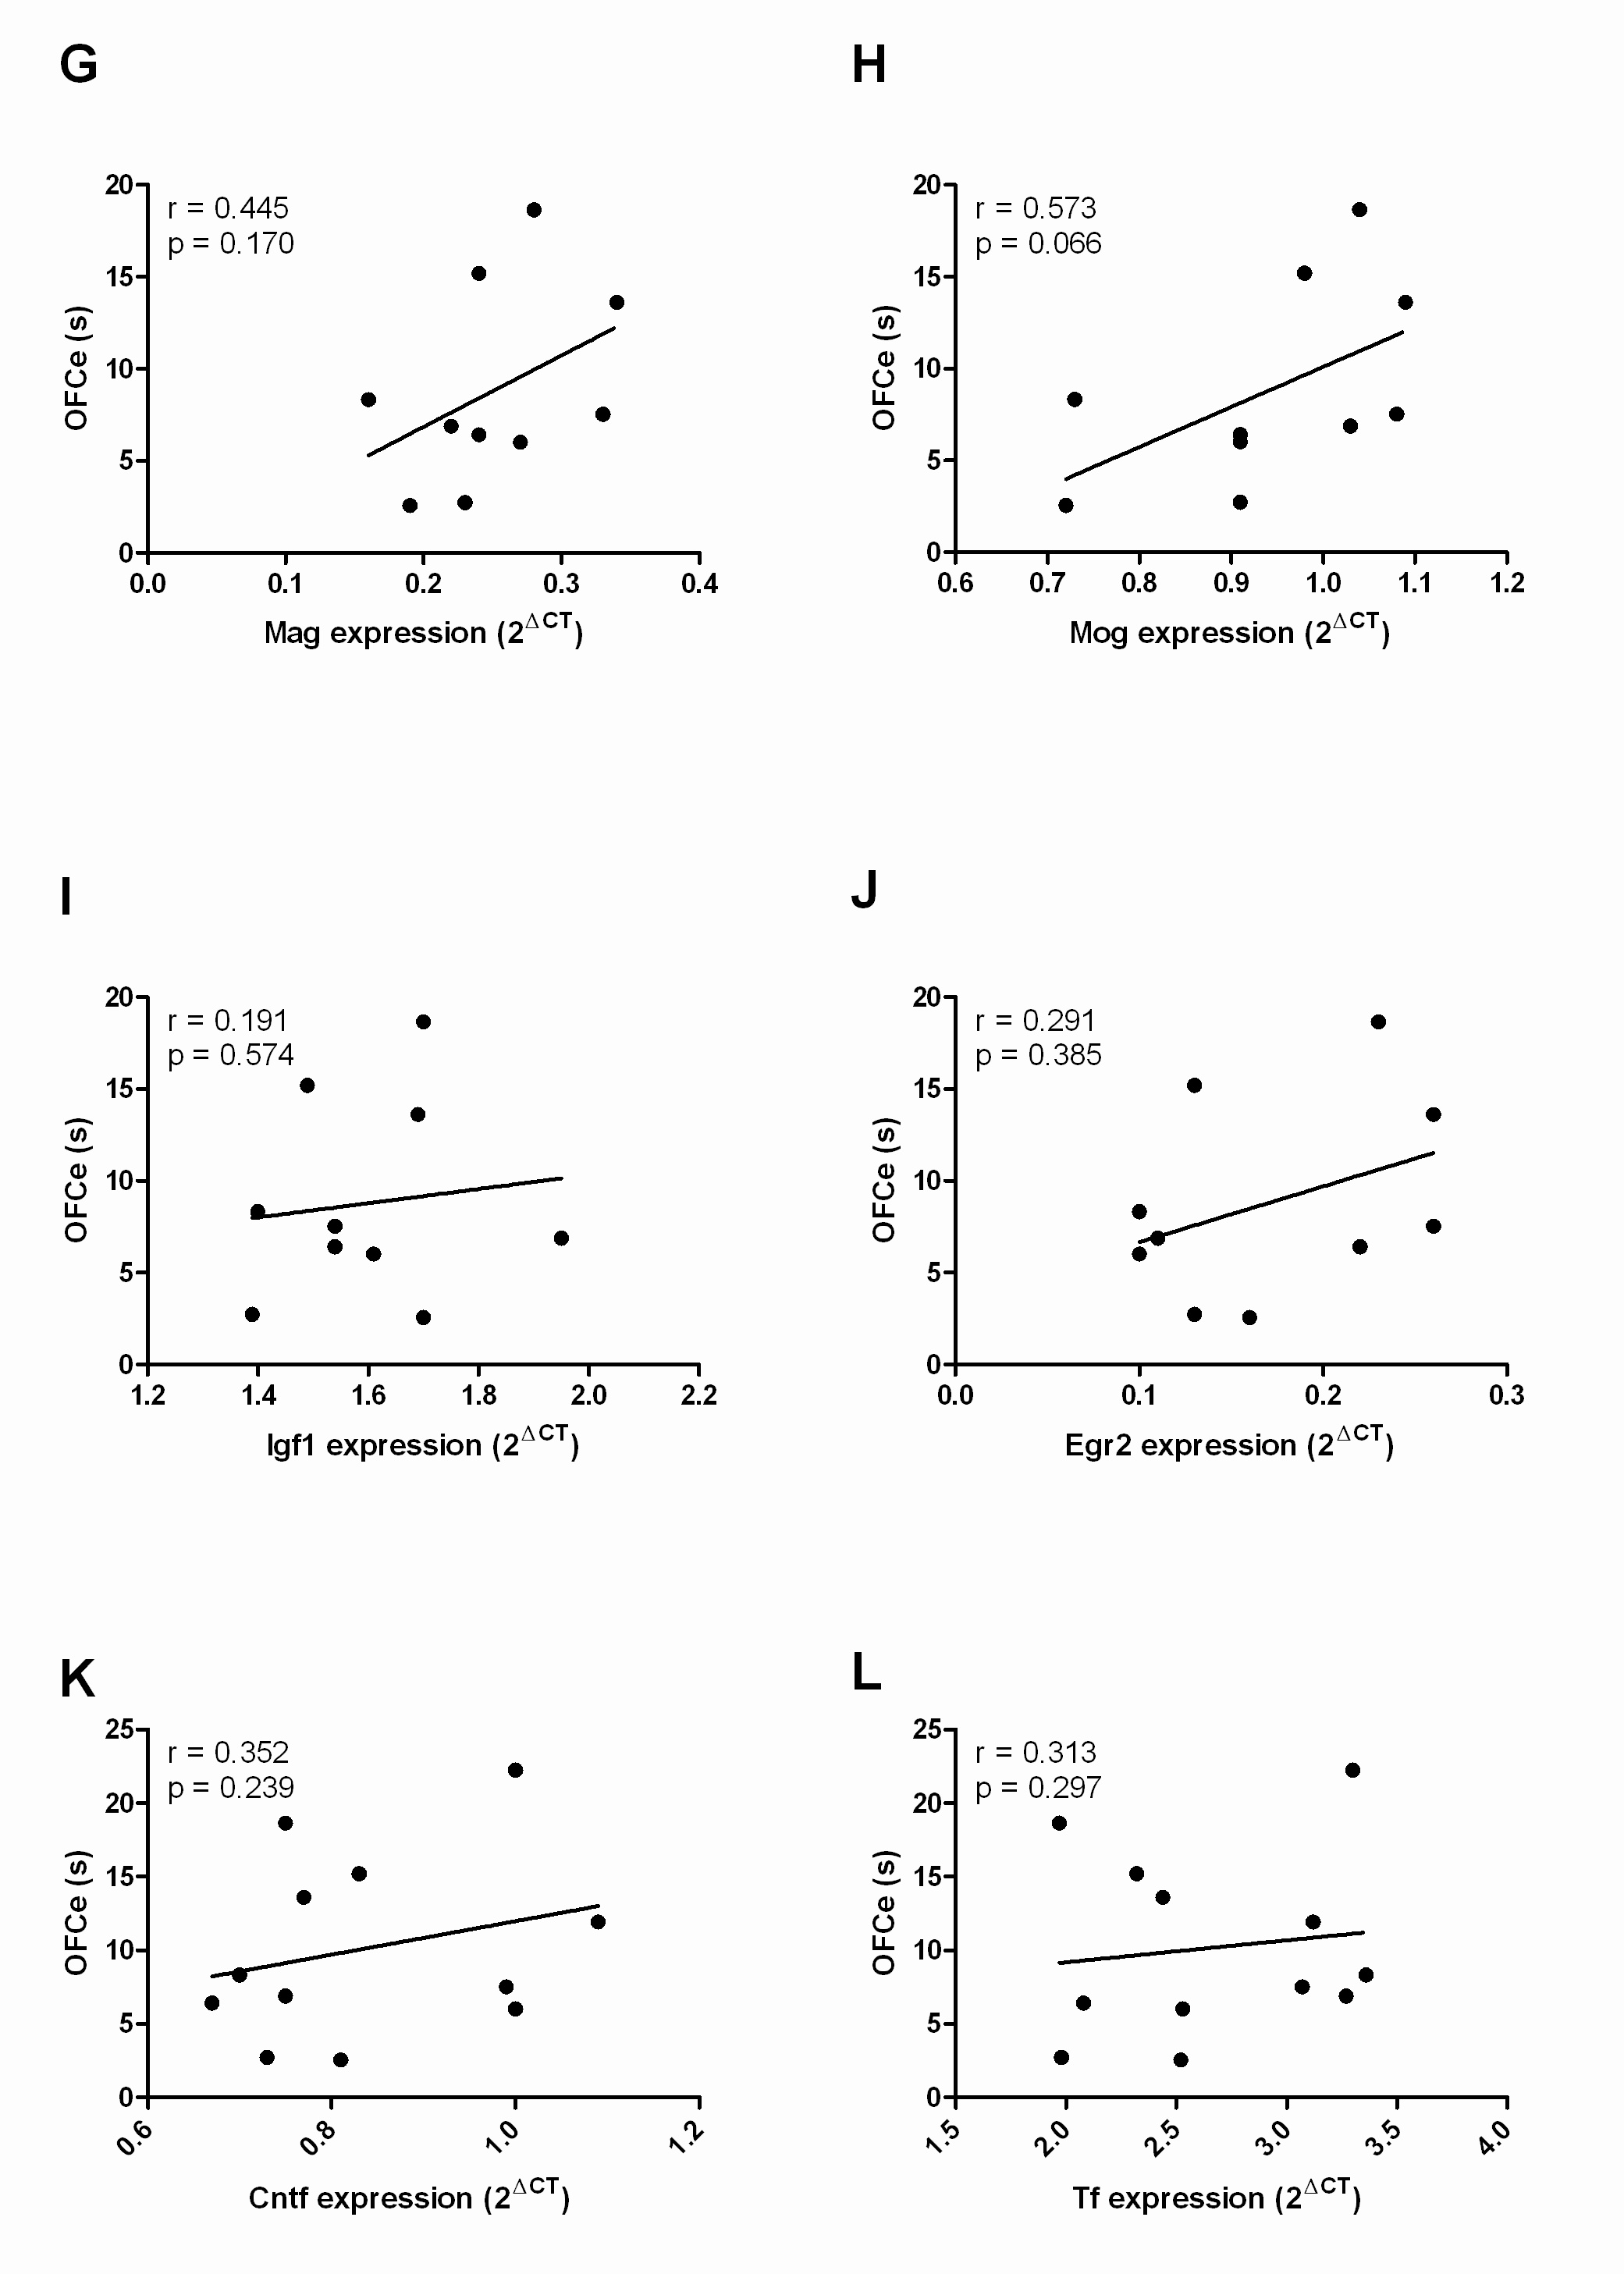

**Fig. S3:** **Correlations between time spent in the center (OFCe) and expression of myelination-related genes in neonatally fluoxetine-exposed rats.** Spearman correlations between OFCe (s) and expression of myelination-related genes (2ΔCT). A trend for a positive correlation was found for OFCe and expression of *Cldn11, Plp1_3_5*, *Plp1_2_3* and *Mog* (p<0.1).

**
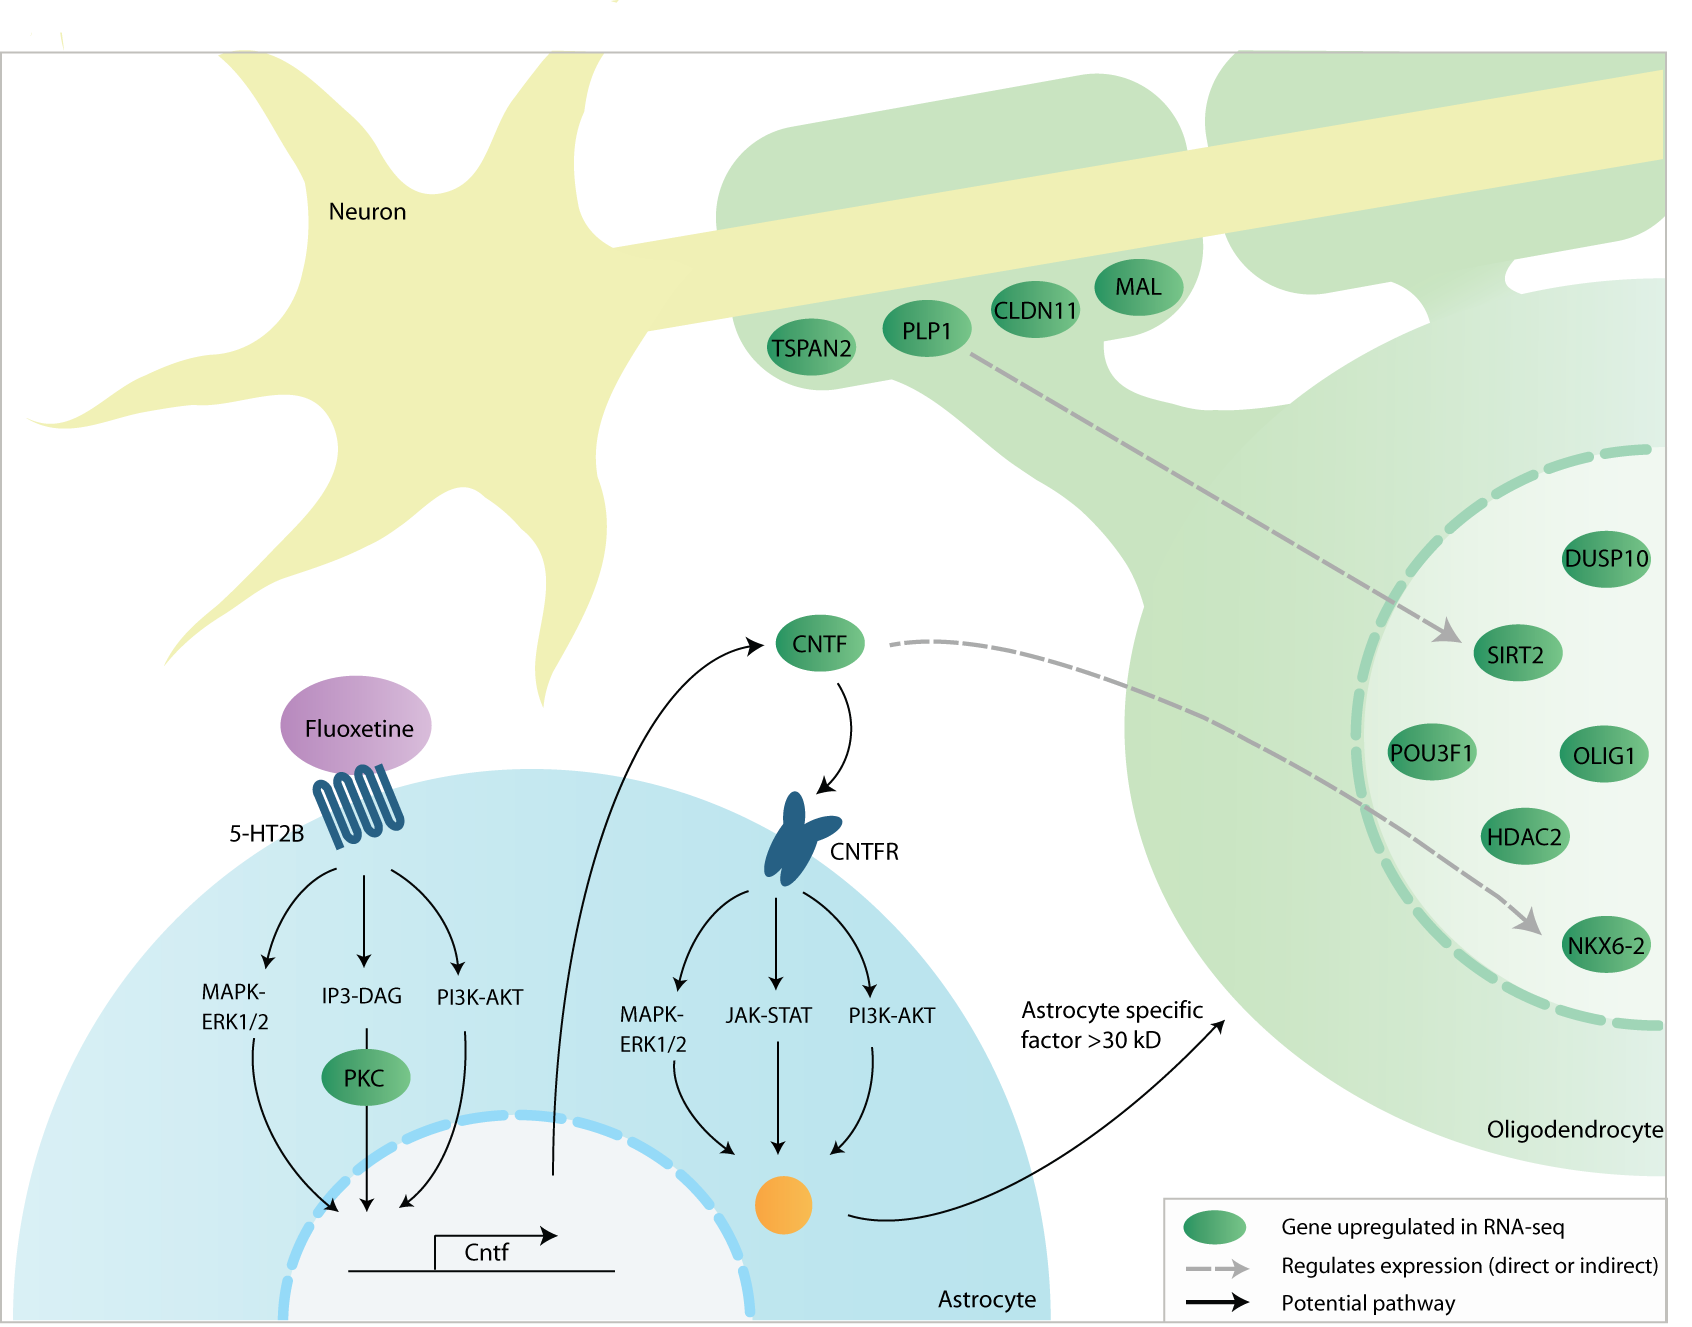
**

**Fig S4: Potential pathway for fluoxetine affecting myelination-related genes**. It has been shown that fluoxetine can stimulate the 5-HT2B receptor on astrocytes, which results in activation of its downstream signaling cascades[3](#_ENREF_3). The 5-HT2B receptor is Gq/11 protein coupled and stimulates the diacylglycerol (DAG) and inositol 1,4,5-trisphosphate (IP3) pathway (IP3-DAG). DAG is the physiological activator of protein kinase C (PKC), which in turn can activate the mitogen-activated protein kinase (originally called ERK, extracellular signal-regulated kinase) pathway (MAPK-ERK1/2)[3](#_ENREF_3). A third signal transduction pathway activated by fluoxetine-induced stimulation of the 5-HT2B receptor is the PI3K-AKT pathway[3](#_ENREF_3)[../../Users/Yvet/Downloads/fnbeh-09-00025.pdf](../../../Users/Yvet/Downloads/fnbeh-09-00025.pdf). Activation of these signal transduction pathways results in transcription factor activation and transcription of neurotrophic factors. MAPK-ERK1/2 activation by fluoxetine results in transcription of glial-derived nerve factor (GDNF)[../../Users/Yvet/Downloads/fnbeh-09-00025.pdf](../../../Users/Yvet/Downloads/fnbeh-09-00025.pdf). In addition, transcription of brain derived neurotrophic factor transcription is induced, but not through the MAPK-ERK1/2 pathway[4](#_ENREF_4). Possibly also transcription and release of ciliary neurotrophic factor (CNTF) is triggered by fluoxetine. The released CNTF can bind to the CNTF receptor triggering intracellular signaling through three major signal transduction pathways: JAK- STAT, MAPK-ERK1/2 and PI3K-AKT[5](#_ENREF_5). These signal transduction pathways all mediate different responses. Studies have shown that CNTF-activated astrocytes release an astrocyte specific factor (>30 kD), which promotes proliferation and survival of oligodendrocyte precursor cells[6](#_ENREF_6). Furthermore, studies have shown that CNTF can induce maturation of oligodendrocytes. An increase in the number of oligodendrocyte precursors and mature oligodendrocytes in our hippocampus tissue might explain the enhanced expression of myelination-related genes. It has been shown that the expression of Nkx6.2 in oligodendrocytes is strongly induced after CNTF treatment (grey dotted line)[9](#_ENREF_9) and that Plp1 is required for transport and expression of SIRT2 in myelin (grey dotted line)[10](#_ENREF_10).

**Supplementary references**

1. Anders S, Huber W. Differential expression analysis for sequence count data. *Genome biology* 2010; **11**(10)**:** R106.

2. Livak KJ, Schmittgen TD. Analysis of relative gene expression data using real-time quantitative PCR and the 2(-Delta Delta C(T)) Method. *Methods* 2001; **25**(4)**:** 402-408.

3. Hertz L, Rothman DL, Li B, Peng L. Chronic SSRI stimulation of astrocytic 5-HT2B receptors change multiple gene expressions/editings and metabolism of glutamate, glucose and glycogen: a potential paradigm shift. *Frontiers in behavioral neuroscience* 2015; **9:** 25.

4. Mercier G, Lennon AM, Renouf B, Dessouroux A, Ramauge M, Courtin F*, et al*. MAP kinase activation by fluoxetine and its relation to gene expression in cultured rat astrocytes. *J Mol Neurosci* 2004; **24**(2)**:** 207-216.

5. Askvig JM, Watt JA. The MAPK and PI3K pathways mediate CNTF-induced neuronal survival and process outgrowth in hypothalamic organotypic cultures. *Journal of cell communication and signaling* 2015.

6. Albrecht PJ, Enterline JC, Cromer J, Levison SW. CNTF-activated astrocytes release a soluble trophic activity for oligodendrocyte progenitors. *Neurochemical research* 2007; **32**(2)**:** 263-271.

7. Mayer M, Bhakoo K, Noble M. Ciliary neurotrophic factor and leukemia inhibitory factor promote the generation, maturation and survival of oligodendrocytes in vitro. *Development* 1994; **120**(1)**:** 143-153.

8. Stankoff B, Aigrot MS, Noel F, Wattilliaux A, Zalc B, Lubetzki C. Ciliary neurotrophic factor (CNTF) enhances myelin formation: a novel role for CNTF and CNTF-related molecules. *J Neurosci* 2002; **22**(21)**:** 9221-9227.

9. Rivera FJ, Kandasamy M, Couillard-Despres S, Caioni M, Sanchez R, Huber C*, et al*. Oligodendrogenesis of adult neural progenitors: differential effects of ciliary neurotrophic factor and mesenchymal stem cell derived factors. *J Neurochem* 2008; **107**(3)**:** 832-843.

10. Werner HB, Kuhlmann K, Shen S, Uecker M, Schardt A, Dimova K*, et al*. Proteolipid protein is required for transport of sirtuin 2 into CNS myelin. *J Neurosci* 2007; **27**(29)**:** 7717-7730.

How the deposited data were processed for this re-analysis (not part of the article)

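RNA-seq was analysed for 4 samples of rat hippocampus, 2 from fluoxetine-exposed and 2 from vehicle-exposed male Wistar rats, each a pool of 2 rats. The groups were taken from the sample labels and from Supplementary Table S3, and the numbers 1 and 2 from the column names. The authors sequenced single reads of 36 bp on an Illumina Genome Analyzer IIx, aligned them to rn4 with the Illumina Analysis Pipeline at 1 mismatch and kept reads with 1 genomic position, and their processing notes name the build rn4. The deposited table holds the count of reads in the exons of each transcript and sample, which the authors made with Genomatix software and left without normalization. A read can count for several overlapping transcripts of a gene, and 263 of the 830 transcripts share all 4 counts with another. Whether the counting used the strand is not given in the sources used here. The deposited NE value is a signal, a read density that the authors divided by transcript length and by the size of the data set. The log2 fold change of the deposited table is the authors' ratio of fluoxetine over vehicle. The p-value and the adjusted p-value of the deposited table are the authors' from DESeq, and the paper's text does not name the method of adjustment. Its statistics section states that the authors called genes in the RNA-seq without adjustment for multiple comparisons. The deposited table holds only transcripts that passed the authors' p-value of 0.05 and fold change of 1.5, so no other transcript could be tested.

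From the counts, normalized reads, log2 fold changes, standard errors and p-values were computed per transcript with edgeR 4.0.16 in R 4.3.3 (TMM, glmQLFit and glmQLFTest, no filter on low counts, all 4 samples, treatment as the only term). Benjamini-Hochberg adjustment covered the 830 transcripts. The common dispersion was 0.268. DESeq2 1.42.0 was run on the same counts as an alternative. Lists, tallies and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Of the 830 transcripts, 69 carry no gene and 12 carry 2 genes, and 2 genes have transcripts in both directions. A table of current gene names (assembly GRCr8, used for names only) matched 446 of 474 gene IDs, and 119 genes have another current symbol or none. The symbols of the deposited table were kept. Genes of near-identical copies, such as Hbb and Hba-a2 and the ribosomal protein genes with their pseudogenes, are uncertain, since reads that match several copies were not kept.

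The text names every gene that the results of the paper, Figure 3b or its neonatal panel name, the 10 genes with the largest increase and the 10 with the largest decrease among genes above the median level, the 5 most abundant genes in each direction, and called members of 28 gene lists. A gene named in this way stands at its transcript with the smallest deposited p. This rule and the lists were set before the deposited counts were examined, but the values of Supplementary Table S3 had been read by then. Ddx5, Osgepl1, Dcst2 and LOC500035 were named after their values were seen. Some genes that the rule takes are not reported here. The lists cover cell types (oligodendrocyte and myelin, oligodendrocyte precursor, astrocyte, microglia, endothelial and mural, meningeal fibroblast, choroid plexus and ependyma, red blood cell, interneuron), regions (hypothalamus, thalamus and brainstem, neocortex and subiculum, CA1, CA2 and CA3, dentate gyrus), functions (immediate early, serotonin, synaptic signalling, neurotrophic factor, cell division, meiosis, ribosomal protein, oxidative phosphorylation, extracellular matrix) and 5 sets of genes from the paper. The 11 lists with at least 5 called genes were tested with Fisher's exact test, two-sided, on the direction of their called genes against the other called genes, with Benjamini-Hochberg adjustment over the 11 lists. For the 5 sets from the paper, the study's choice of genes sets the direction in whole or in part, so no p-value is given for them, and the adjustment was repeated over the 6 other lists. Since the table holds only called genes, this compares directions and is no test of enrichment. Fisher's test also treats genes as independent, so its p-values do not allow for genes that vary together between samples.

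The fold change of a gene with a group at 0 reads is given as a lower bound against a floor of 3 reads over the group. Ratios from 1 to 3 reads carry an exact 95% binomial interval. Reads are not marked with molecular identifiers, so such intervals and floors cover counting error only. The samples held from 138314 to 162734 reads over the listed transcripts, 1.03 to 1.17% of the library totals behind NE. In each fluoxetine sample 132 transcripts had 0 reads, against 67 and 93 in the vehicle samples. Each pool comes from different rats, but 2 samples per group give a poor estimate of the spread.

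The tests were run on simulated counts with the means, library sizes and dispersion of the real comparison and 200 of 830 transcripts changed. From edgeR, 1.3% of transcripts changed 2-fold, 14.7% of those changed 4-fold and 72.4% of those changed 16-fold had an adjusted p under 0.05, against 0.2% of unchanged transcripts. At an unadjusted p under 0.05 these shares were 16.1, 53.2, 95 and 4.3%. Alternatives covered the scaling (DESeq2 size factors, the library totals behind NE, the authors' size factors), filters on level, stricter thresholds of p and fold change, counting per transcript or gene, the replicate number as a block, and leaving out each sample in turn. The authors' group means and standard deviations (4 columns) were not used. The qRT-PCR and behavioural measurements and the neonatally exposed rats were not analysed here.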

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

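The tests below were chosen after the results were seen, except the rank correlation with transcript length. They treat the 830 called transcripts, which were selected for a difference between the same 4 samples.

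The 15 called oligodendrocyte and myelin genes were higher together in fluoxetine-exposed rats, and Mal, an abundant one, had 1690 and 5010 normalized reads in fluoxetine samples 1 and 2 and 1640 and 3230 in vehicle samples 1 and 2. The same genes differed between the vehicle samples, with a median log2 ratio of vehicle sample 2 over sample 1 of 0.78, at percentile 100.0 of 10000 random lists of called higher genes of like level (central 95% from -0.84 to 0.35). This is consistent with the hypothesis that the share of oligodendrocytes in the punched tissue differed between samples whatever their treatment. The median log2 fold change, 0.54 over all 4 samples, was -0.09 without fluoxetine sample 2, so that this sample may carry the difference, but it also moved to 0.98 without fluoxetine sample 1, 0.28 without vehicle sample 1 and 1.13 without vehicle sample 2. Fluoxetine sample 1 lay above vehicle sample 1 for 15 of the 15 genes and above both vehicle samples for 4, and fluoxetine sample 2 lay above vehicle sample 2 for 15. The 3 called CA1 genes and the 3 of neocortex and subiculum were also all higher in sample 2 than in sample 1 of either group. Of the called dentate gyrus and astrocyte genes, 0 of 2 and 1 of 3 were higher in sample 2 of either group. An effect of fluoxetine on the oligodendrocyte and myelin genes stays open beside these explanations, and tissue make-up was not measured apart from such reads. By qRT-PCR in other rats, the paper reports Cldn11 as significantly higher after fluoxetine. Tspan2 changed in the same direction there without reaching significance. That result does not rest on the 4 samples sequenced here, and it covers these genes alone.

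The 7 called ribosomal protein and oxidative phosphorylation genes on the higher side (Cox7a2, Cox7b, Ndufb11, Rpl22, Rpl5, Rps27 and Rps4x) had a median log2 fold change of 1.38, and Rps4x had 244 and 41.0 normalized reads in fluoxetine samples 1 and 2 and 75.2 and 34.0 in vehicle samples 1 and 2. The median was -0.41 without fluoxetine sample 1, so that 1 sample may carry the difference, 1.98 without fluoxetine sample 2, and 1.98 or 0.86 without vehicle sample 1 or 2. These transcripts are short, with a median length of 527 bases against 1180 for all listed transcripts. Across the 257 other transcripts with a mean of at least 50 reads, the ratio of fluoxetine sample 1 to sample 2 fell with length (Spearman's rho -0.24, permutation p = 8e-05 across transcripts, which are not independent replicates), against a rho of 0.00 for the vehicle samples (permutation p = 0.978). A length bias between the fluoxetine samples may add to the difference, but the values below argue against it as the whole cause. The median log2 ratio of fluoxetine sample 1 over sample 2 of the 7 genes was 2.40, at percentile 100.0 of 10000 random lists of called higher genes of like length (central 95% from -0.87 to 1.70), where the trend with length gives 0.58. The same genes also differed between the vehicle samples, where no such trend was found, with a median log2 ratio of sample 1 over sample 2 of 1.13, at percentile 98.4 (central 95% from -0.48 to 1.01). What else made sample 1 higher stays open. An effect of fluoxetine also stays open and was not tested apart from that sample, and reads shared with pseudogenes were not tested. The current symbol for Rps4x, the example above, is Rps4x-ps9, the name of a pseudogene.

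The number of called transcripts can be set against chance with the authors' deposited table, in which 829 of the 830 adjusted p-values are 1.00. If the adjusted p of the remaining transcript (0.139 for Ddx5 at a p of 2.3e-06 in the authors' deposited table) is p times the number of tests, about 60435 transcripts were tested, and chance alone gives 3022 of these a p under 0.05. In the authors' deposited table 18 transcripts have a p under 0.001, against 60 by chance. Both counts lie below these numbers, which assume uniform p-values and that every tested transcript can reach such a p. Whether that holds was not tested, so the comparison cannot show whether the called transcripts exceed chance. It stays open whether a large part of them pass an unadjusted p by chance. The comparison cannot give the share of such calls, because the counts lie below the chance numbers. The fold change threshold also removed transcripts, and the number removed is not in these data. True differences among the called transcripts stay open.

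Ddx5, an RNA helicase gene that the text of the paper does not name, has the smallest p in the authors' deposited table. It had a log2 fold change of 1.21 (standard error 1.08, adjusted p = 0.359 from edgeR), from 3150 and 361 normalized reads in fluoxetine samples 1 and 2 and 1010 and 501 in vehicle samples 1 and 2, and of -1.07 without fluoxetine sample 1, 1.93 without fluoxetine sample 2, 1.81 without vehicle sample 1 and 0.71 without vehicle sample 2. The 3 called astrocyte genes (Cntf, which the paper discusses, with Fabp7 and Slc39a12, which its main text does not name) had a median log2 fold change of 1.39, and Fabp7 had -1.21 without fluoxetine sample 1. The 3 called genes of neocortex and subiculum had a median of 0.73, which was 1.33 without fluoxetine sample 1, -0.44 without fluoxetine sample 2, 0.13 without vehicle sample 1 and 2.02 without vehicle sample 2. The 3 called CA1 genes had a median of 0.59, which was 1.11 without fluoxetine sample 1, -0.23 without fluoxetine sample 2, 0.30 without vehicle sample 1 and 0.90 without vehicle sample 2. In each of these last 3 lists every called gene was higher in the fluoxetine samples, and the paper discusses Cntf, Nts and Pou3f1 but not Fabp7, Slc39a12, Cplx3, Nov and Wfs1.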

How the results depend on the processing

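The authors' size factors, the level minimum of 50 in edgeR's tests (that for the count of genes was set before), transcripts of distinct counts, the block together with library totals, the library totals for the share without overlap, the adjustment over 6 lists, and the count of genes by GO term were chosen after seeing the data, and the other alternatives before. At this number of samples and depth, edgeR called 1.3% of simulated 2-fold, 14.7% of 4-fold and 72.4% of 16-fold changes at the fitted common dispersion of 0.268, and 40, 77.3 and 96.5% at 0.1 of the fitted dispersion, so the spread between samples limits the calls. In all, 0 transcripts passed an adjusted p under 0.05 in edgeR (49 higher and 147 lower at an unadjusted p under 0.05) or in DESeq2, under the other scalings, filters and blocks tried, and without fluoxetine sample 1, fluoxetine sample 2 or vehicle sample 2. Without vehicle sample 1, 1 transcript passed, where the lone vehicle sample is assumed to vary like the fluoxetine samples.

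The genes called as higher and lower numbered 258 and 218. They numbered 52 and 33 at p under 0.01, 147 and 83 above the median level, 108 and 49 at a level of at least 50, 65 and 48 with every transcript of the gene called, and 432 and 398 when counted per transcript, and the lower genes numbered 105 at a level of at least 10. A fold change over 2 and no group at 0 left both within 1.5 times. The called transcripts, 432 and 398, numbered 372 and 300 when those with the same 4 counts were counted once. The transcripts at an unadjusted p under 0.05 were 0 higher and 10 lower in DESeq2, 60 and 74 at the library totals, 77 and 82 at the authors' size factors, 3 and 47 above the median level (edgeR), and 0 and 16 at a level of at least 50 (edgeR). Without 1 sample they ranged from 17 to 68 higher and from 37 to 93 lower, and from 0 to 1 at an adjusted p. The share of transcripts whose groups did not overlap was 71.7%, 60.7% above the median level, where fewer and more abundant transcripts enter, 74.1% at the library totals and 74.9% at the authors' size factors. Each of the 6 lists not taken from the paper stayed on its side of 0.05 under the alternatives with at least 5 called members, and when adjusted over these 6 lists alone. Under the others, such as p under 0.01 for the oligodendrocyte and myelin list (3 genes), the test was not run. Other causes were not tested.

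With the replicate number as a block, 63 transcripts were higher and 168 lower at an unadjusted p under 0.05, and 159 and 144 with the block and the library totals together. The common dispersion was 0.268 without the block and 0.0953 with it. The log2 ratios of sample 1 over sample 2 in the 2 groups correlated with r = 0.66 across 291 transcripts, but with 2 pairs this does not show that the numbers pair the samples.

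The median log2 fold change was -0.09 to 1.13 without 1 sample for the oligodendrocyte and myelin genes, lowest without fluoxetine sample 2, and -0.41 to 1.98 for the higher ribosomal protein and oxidative phosphorylation genes, lowest without fluoxetine sample 1, and both were above 0 under the other alternatives. Of 772 values for 68 named genes under the alternatives, 749 had the same direction and 23, each without 1 fluoxetine sample, had the opposite. The range of log2 fold changes without 1 sample had its lowest value without fluoxetine sample 2 for Bcas1 (-0.38 to 1.10), Cldn11 (-0.35 to 1.43), Cplx3 (-0.44 to 1.96), Ermn (-0.09 to 1.22), Htr5b (-0.11 to 0.96), Lpar1 (-0.10 to 1.13), Mal (-0.65 to 1.21), Nkx6-2 (-0.27 to 0.98), Nov (-0.37 to 1.39), Nts (-0.34 to 2.02), Opalin (-0.22 to 1.57), Pou3f1 (-0.22 to 1.17), Rpl22 (-0.88 to 1.71), Wfs1 (-0.23 to 0.87) and Znf488 (-0.34 to 2.02). It had its lowest value without fluoxetine sample 1 for Cox7b (-0.93 to 2.14), Ddx5 (-1.07 to 1.93), Fabp7 (-1.21 to 1.54), Fkbp1a (-0.37 to 0.86), Ndufb11 (-0.49 to 1.98), Rpl5 (-0.42 to 3.73), Rps27 (-0.22 to 2.07) and Rps4x (-0.41 to 2.07).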

Differences from the paper's values

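The numbers of genes in each direction and the library totals lay within 1.5 times of the paper's, and for the named genes with a standard error the mean log2 fold change over the called transcripts lay within that error of the mean in Supplementary Table S3. The following concern statements of the paper.

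The paper states that most of the genes called as higher serve myelination. Of these 258 genes, 15 (5.81%) are in the oligodendrocyte and myelin list and 17 (6.59%) with the genes that the paper names for glial cell development. The GO terms axon ensheathment and ensheathment of neurons hold 5 of them each. The first list holds 37 genes in all and so could not reach a majority of 258. By a count without such a limit, chosen after seeing the data, Supplementary Table S4 places 72 of the higher genes under an enriched term, and 8 of these (11.1%) under terms of glia, oligodendrocytes, ensheathment or myelination.

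The paper states that its called genes differ from those of Aston et al. Mog, which it names from that study, is among the genes called as higher, with a log2 fold change of 0.88. This rests on 1 of the 2 Mog transcripts. Cnp, Mag, Tf and Sox10, also named from that study, are not among the called genes.

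The Supplementary Information states that fold changes come from NE values. The log2 fold changes of the authors' deposited table lay within 0.01 of the ratio of group means at recovered size factors for all 470 transcripts compared, and up to 0.15 from the ratio of NE group means. The legend of Figure 3 names the base mean.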

Other observations

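The gene lists and their test were set before the counts were examined, but after Supplementary Table S3 had been read, which shows the direction of every called gene that Fisher's test uses.

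Genes of the extracellular matrix stood mostly on the lower side. Of the 13 called by the authors, 11 were lower and 2 higher in fluoxetine-exposed rats (Fisher's exact test, two-sided, adjusted p = 0.0249 over 11 lists, 0.0245 over the 6 lists not taken from the paper, and from 0.0245 to 0.0442 under 3 other alternatives). Frem3, a basement membrane protein gene, stood at 28.6 ± 2.46 normalized reads against 72.6 ± 6.95 in vehicle (SD, n = 2), and Col6a1, a chain of collagen VI, at 85.9 ± 47.1 against 176 ± 19.6 (SD, n = 2). Mmp16, a matrix metalloproteinase, stood at 60.4 ± 29.9 against 123 ± 34.3 (SD, n = 2). Tnn, a tenascin gene, had 0 reads in the fluoxetine samples and 6.93 ± 3.72 normalized reads in vehicle (SD, n = 2), and was at least 4.62-fold lower (at least 2.87-fold without vehicle sample 2). Cthrc1, a secreted collagen triple helix protein gene, had 1 read over the fluoxetine samples and 12 over the vehicle samples, a ratio of 12.0 (exact 95% counting interval 1.78 to 513). On the higher side, Col8a2 stood at 23.4 ± 2.19 against 8.01 ± 0.689 and Dcn at 71.6 ± 4.16 against 41.7 ± 17.0 (SD, n = 2 each). The median log2 fold change of the 11 lower genes was -2.75, or -1.76 with genes at 0 reads taken at their bound, and 6 of the 11 had a mean level under 10. For all 13 genes the samples of the 2 groups did not overlap, an order found in 85.7% of the lower and 58.8% of the higher listed transcripts. From edgeR, 0 of 13 passed an adjusted p under 0.05, also when adjusted over the list alone, and 5 had an unadjusted p under 0.05, against 0 in DESeq2.

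Several lists had too few called genes for a test of direction. The 3 called genes of synaptic signalling (Adcy1, Grina and Syn2) were all lower, with a median log2 fold change of -0.88. The study chose the same 3 for qRT-PCR in other rats. There the paper reports a significant decrease for Adcy1 but not for Grina or Syn2. The 2 called dentate gyrus genes were also lower, with Pdyn, the prodynorphin gene, at 360 ± 166 against 639 ± 9.11 and Stxbp6 at 227 ± 58.6 against 442 ± 18.0 (SD, n = 2 each). The 2 called serotonin genes were higher, with the receptor gene Htr5b at 344 ± 153 against 233 ± 7.12 and Tph2, the enzyme of serotonin synthesis in raphe neurons, at 14.8 ± 7.12 against 4.82 ± 2.31 (SD, n = 2 each). The groups overlapped for Htr5b, and its log2 fold change was -0.11 without fluoxetine sample 2. For these 3 lists, 0 genes had an unadjusted p under 0.05 in edgeR or in DESeq2. Hcrt, the hypothalamic peptide orexin, stood at 12.3 ± 10.4 against 3.19 ± 4.51 (SD, n = 2). Its log2 fold change of 1.91 was 2.57 without fluoxetine sample 1, 0.49 without fluoxetine sample 2 and 0.94 without vehicle sample 1. Without vehicle sample 2 the vehicle group had 0 reads of Hcrt, so no fold change is given for that case. Of the interneuron genes, Sst stood at 2860 ± 1020 against 1960 ± 461 (SD, n = 2), with groups that overlapped and a log2 fold change of 0.54 that was 0.12 without fluoxetine sample 1, 0.32 without vehicle sample 1 and 0.83 without vehicle sample 2. Tac1 was also called as higher and Nos1 as lower. Hemoglobin genes were lower, with Hbb at 267 ± 47.7 against 640 ± 426 (SD, n = 2), and the 3 called had a median log2 fold change of -1.18, and of -0.28 without vehicle sample 2.

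The remaining lists went in both directions or had few called genes. Cell division had 6 higher and 4 lower genes (adjusted p = 0.761, Fisher's exact test), meiosis 4 higher and 1 lower, choroid plexus and ependyma 4 higher and 1 lower, and ribosomal proteins 4 higher and 1 lower (adjusted p = 0.434 each). The median log2 fold change of all called members was 2.11 for cell division, 2.38 for meiosis and 2.21 for choroid plexus and ependyma, or 1.44, 2.02 and 1.37 with genes at 0 reads in a group taken at their bound. With genes at 0 reads at their fitted values, the median for cell division was 3.29 without vehicle sample 1. That for meiosis was 1.30 without fluoxetine sample 1. Without vehicle sample 2, the choroid plexus and ependyma genes Kl, Sspo and Tekt2 had 0 reads in the vehicle group, so no median is given for that case. Of genes called in lists that were not tested, oxidative phosphorylation had 3 higher and 1 lower, red blood cell 1 higher and 3 lower, hypothalamus, thalamus and brainstem 2 higher and 1 lower, microglia 2 higher and 1 lower, neurotrophic factor 2 higher and 2 lower, endothelial and mural 1 higher and 1 lower, and meningeal fibroblast 1 higher and 1 lower. The oligodendrocyte precursor list had 1 lower gene, immediate early genes 1 lower gene, and CA2 and CA3 0 called genes.

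Osgepl1 and Dcst2, named after their values were seen, have called transcripts in both directions. Osgepl1 had a transcript at a log2 fold change of 1.25 and another at -1.68, and Dcst2 had 8 reads over the fluoxetine samples and 0 over the vehicle samples in a transcript and 0 and 6 in another.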
